# *Lmx1b* Influences Correct Post-mitotic Coding of Mesodiencephalic Dopaminergic Neurons

**DOI:** 10.3389/fnmol.2019.00062

**Published:** 2019-03-14

**Authors:** Iris Wever, Pablo Largo-Barrientos, Elisa J. Hoekstra, Marten P. Smidt

**Keywords:** dopamine, development, transcription, *LMX1B*, substantia nigra

## Abstract

The Lim Homeobox transcription factor 1 beta (LMX1b) has been identified as one of the transcription factors important for the development of mesodiencephalic dopaminergic (mdDA) neurons. During early development, *Lmx1b* is essential for induction and maintenance of the Isthmic Organizer (IsO), and genetic ablation results in the disruption of inductive activity from the IsO and loss of properly differentiated mdDA neurons. To study the downstream targets of Lmx1b without affecting the IsO, we generated a conditional model in which *Lmx1b* was selectively deleted in *Pitx3*-expressing cells from embryonic day (E)13 onward. Supporting previous data, no significant changes could be observed in general dopamine (DA) marks, like *Th, Pitx3* *and Vmat2* at E14.5. However, in depth analysis by means of RNA-sequencing revealed that *Lmx1b* is important for the mRNA expression level of survival factors *En1* and *En2* and for the repression of mdDA subset mark *Ahd2* during (late) development. Interestingly, the regulation of *Ahd2* by *Lmx1b* was found to be *Pitx3* independent, since *Pitx3* mRNA levels were not altered in *Lmx1b* conditional knock-outs (cKOs) and *Ahd2* expression was also up-regulated in *Lmx1b/Pitx3* double mutants compared to *Pitx3* mutants. Further analysis of *Lmx1b* cKOs showed that post-mitotic deletion of *Lmx1b* additional leads to a loss of TH+ cells at 3 months age both in the ventral tegmental area (VTA) and substantia nigra pars compacta (SNc). Remarkably, different cell types were affected in the SNc and the VTA. While TH+AHD2+ cells were lost the SNc, TH+AHD2- neurons were affected in the VTA, reflected by a loss of *Cck* expression, indicating that *Lmx1b* is important for the survival of a sub-group of mdDA neurons.

## Introduction

Dopamine (DA) is one of the catecholaminergic neurotransmitters found in the central nervous system. Although cell bodies of DA neurons can be found in several positions within the mammalian brain, the largest population of DA neurons is located in the ventral mesencephalon (Björklund and Dunnett, 2007; Smidt and Burbach, 2007; Roeper, 2013). The mesodiencephalic dopaminergic (mdDA) neuronal population consists of specific subsets with distinct functions (Smits et al., 2006), including the substantia nigra pars compacta (SNc) and the ventral tegmental area (VTA). The SNc innervates the dorsolateral striatum and caudate putamen forming the nigrostriatal pathway. The nigrostriatal pathway is integrated in a complex network that controls voluntary movement and body posture, and the degeneration of this pathway is the characteristic of Parkinson’s disease (Braak et al., 2003). The VTA has projections to the ventral striatum, the amygdala and the prefrontal cortex. These pathways are involved in regulating emotion-related behavior and are linked to addiction, depression and schizophrenia (Prakash and Wurst, 2006; Smidt and Burbach, 2007). The different subsets of mdDA neurons can already be distinguished during embryonic development based on their molecular profile and anatomical position (Smits et al., 2013; La Manno et al., 2016; Tiklová et al., 2019). It has been shown that the rostrolateral population will eventually form the largest part of the SNc, while the mediocaudal population is destined to become the VTA (Hökfelt et al., 1980; Veenvliet et al., 2013). Recent studies have revealed that each subset is dependent on a different transcriptional program for their development and survival (Smits et al., 2006; Jacobs et al., 2011; Veenvliet et al., 2013; Panman et al., 2014; Veenvliet and Smidt, 2014; Kouwenhoven et al., 2017). The rostrolateral fate is determined by a complex interplay between *Pitx3* and *En1. En1* induces the general DA phenotype and influences *Pitx3* expression, while *Pitx3* is required for the suppression of the caudomedial phenotype by down-regulating *En1* mRNA levels ((Veenvliet et al., 2013). After the formation of the rostrolateral population the remaining DA population will obtain a caudomedial fate under the control of *En1* (Bye et al., 2012; Veenvliet et al., 2013). Another factor that has been shown to be crucial for mdDA development and neuronal survival is LMX1B (Adams et al., 2000; Smidt et al., 2000; Deng et al., 2011; Laguna et al., 2015; Doucet-Beaupré et al., 2016). Analysis of the *Lmx1b* complete knock out mouse revealed that LMX1B is an essential component of a positive feedback loop required to maintain genes associated with the formation and functioning of the Isthmic Organizer (IsO), including *Wnt1, En1, En2, Pax2* and *Fgf8* (Adams et al., 2000; Guo et al., 2007). In the absence of *Lmx1b* the initiation, maintenance and inductive activity of the IsO were found to be severely impaired, affecting the development of the midbrain in general (Guo et al., 2007). Further analysis of *Lmx1b−/−* embryonic midbrains demonstrated a reduction in TH-expressing cells in the ventral mesencephalon (Smidt et al., 2000; Deng et al., 2011). Although the loss of *Lmx1b* initially seemed to primarily affect the lateral group of the DA progenitor domain (Deng et al., 2011), the medially located TH-expressing cells failed to induce *Pitx3* and were lost during further development (Smidt et al., 2000). In contrast to the *Lmx1b* null mutant, the conditional deletion of *Lmx1b* in mdDA progenitors, but not in the IsO, resulted in normal development of mdDA neurons (Yan et al., 2011). It was suggested that *Lmx1a* compensates for the loss of *Lmx1b*, since the deletion of both led to a severe reduction in both DA progenitors and mature mdDA neurons (Yan et al., 2011). Further studies into the functional redundancy between *Lmx1a* and *Lmx1b* suggest that the function of *Lmx1b* in mdDA development and postnatal neuronal survival can be mostly compensated by *Lmx1a* (Nakatani et al., 2010; Deng et al., 2011; Yan et al., 2011; Doucet-Beaupré et al., 2016). However, a recent study Laguna et al. (2015) identified a critical role for *Lmx1b* in the functioning of mdDA neurons. They showed that *DatCre* driven deletion of *Lmx1b* reduces the protein levels of DAT and TH in the nerve terminals of mdDA neurons in the dorsal and ventral Striatum of 18-month-old mutant mice. In the present study we aimed to further elucidate the role of *Lmx1b* in postmitotic development and neuronal survival of mdDA neurons. We generated a mouse model that deletes *Lmx1b* in postmitotic mdDA neurons, by crossing a floxed *Lmx1b* mutant (Suleiman et al., 2007) with a *Pitx3* driven *iCre* (Smidt et al., 2012). The loss of *Lmx1b* did not affect the development of the general DA phenotype, however a loss of TH+ cells was observed in 3-month-old animals, suggesting that *Lmx1b* plays a role in the survival and/or maintenance of mdDA neurons. During (late) development we found reduced mRNA levels of *En1* and *En2*, which relates to the function of *Lmx1b* during early development (Guo et al., 2007). In addition, the rostrolateral subset mark, *Ahd2*, was increased and ectopically expressed at embryonic day (E)14.5, however, the caudomedial mark *Cck* was unaffected. To verify whether mdDA subsets were also affected during adult stages, the amount of TH+AHD2+ cells were analyzed in both the SNc and the VTA. Interestingly the amount of TH+AHD2+ cells was less in the SNc of the mutant compared to controls, but not in the VTA. In the VTA, TH+AHD2- cells were affected, which was reflected in lower mRNA levels of *Cck*. Taken together, our data shows that *Lmx1b* plays a role during the late development and survival of mdDA neurons. During development *Lmx1b* is important for maintaining proper *En1* and *En2* mRNA levels and the repression of the subset mark *Ahd2*, while during adult stages *Lmx1b* is important for the survival of a sub-group of mdDA neurons.

## Materials and Methods

### Animals

All lines were maintained on a C57BL/6J background (Charles River). *Lmx1b*-floxed animals were generated by R.L. Johnson and obtained from R.Witzgall (University of Regensburg, Germany) and have been previously described (Suleiman et al., 2007). The *Pitx3Cre* has been previously generated in our lab (Smidt et al., 2012). *Pitx3CreCre; Lmx1b* L/+ animals were crossed with *Lmx1b* L/+ or *Pitx3CreCre; Lmx1b* L/+ animals to generate *Pitx3Cre/+; Lmx1b* +/+, *Pitx3Cre/+; Lmx1b* L/L and *Pitx3CreCre; Lmx1b +*/+, *Pitx3CreCre; Lmx1b* L/+ littermates. Embryos were isolated at E14.5, considering the morning of plug formation as E0.5. Pregnant and adult mice were euthanized by CO_2_ asphyxiation and embryos and brain were collected in 1× PBS and immediately frozen on dry-ice (fresh frozen) or fixed by immersion in 4% paraformaldehyde (PFA) for 4–8 h at 4°C. After PFA incubation, samples were cryoprotected O/N in 30% sucrose at 4°C. Embryos and brains were frozen on dry-ice and stored at −80°C. Cryosections were slices at 16 μm, mounted at Superfrost plus slides, air-dried and stored at −80°C until further use.

### Genotyping

Genotyping of the Lmx1b-Lox animals was done by PCR using primers: forward 5′-AGGCTCCATCCATTCTTCTC, and reverse: 5′-CCACAATAAGCAAGAGGCAC, resulting in a wild-type product of 243 bp, or a LoxP-inserted product of 277 bp. Pitx3-Cre genotyping was done by two different PCR’s. To discriminate between wild-type and Pitx3-Cre: forward 5′-GCATGATTTCAGGGATGGAC and reverse 5′-ATGCTCCTGTCTGTGTGCAG, resulting in a product of 750 bp for a mutant allele, and no product in wild-type animals. To additionally discriminate between heterozygous and homozygous Pitx3-Cre animals, primers were designed around *Pitx3* exon 2 and exon 3: forward 5′-CAAGGGGCAGGAGCACA and reverse 5′-GTGAGGTTGGTCCACACCG, resulting in a product of 390 bp for the wildtype allele and no product for the mutant allele.

### *In situ* Hybridization

*In situ* hybridization with digoxigenin (DIG)-labeled RNA probes was performed as described (Smits et al., 2003; Smidt et al., 2004). DIG-Labeled RNA probes for *Th, Vmat2, Dat, Aadc, Pitx3, En1, Ahd2* and *Cck* have been previously described (Grima et al., 1985; Smits et al., 2003; Smidt et al., 2004; Jacobs et al., 2007; Hoekstra et al., 2013). The used Lmx1b probe is a 310 bp fragment containing exon 4–6 of the *Lmx1b* coding sequence.

### Fluorescence Immunohistochemistry

Cryosections were blocked with 4% HIFCS in 1× THZT (50 mM Tris-HCL, pH 7.6; 0.5M NaCl; 0.5% Triton X-100) and incubated with a primary antibody [Rb-TH (Pelfreeze 1:1,000), Sh-TH (Millipore AB1542, 1:750), Rb-AHD2 (Abcam AB24343, 1:500)] in 1× THZT overnight at room temperature. The following day the slides were washed and incubated for 2 h at room temperature with secondary Alexafluor antibody [anti-rabbit, anti-sheep (Invitrogen, 1:1,000)] in 1× TBS. After immunostaining nuclei were staining with DAPI (1:3,000) and embedded in Fluorsave (Calbiogen) and analyzed with the use of a fluorescent microscope (Leica). All washes were done in TBS and double stainings were performed sequential, with immunostaining for TH being done first, followed by the staining for AHD2. The antibody against AHD2 requires antigen retrieval, which was executed as follows; slides were incubates 10 min in PFA after which they were submersed in 0.1 M citrate buffer pH 6.0 for 3 min at 1,000 Watts followed by 9 min at 200 Watts. Slides were left to cool down, after which protocol was followed as described above.

### Quantitative Analysis

Quantification of TH-expressing neurons, TH+AHD2+ cells and TH+AHD- cells in 3-month-old and 12-month-old midbrain was performed in ImageJ as follows. First, TH-positive cells were counted independently of whether or not they expressed AHD2. Cells were counted in 10–12 matching coronal sections covering the whole midbrain dopaminergic neuronal pool [3 months old, *n* = 3 wildtype, *n* = 4 conditional Lmx1b knock-out (cKO), *n* = 3 for *Pitx3* KOs, *n* = 3 for double Pitx3/Lmx1b KOs; 12 months old, *n* = 4 wildtype, *n* = 4 Lmx1b cKO]. Cells were counted as TH+neurons when TH staining co-localized with nuclear DAPI staining. For the double stained sections, a color overlay was made and the double stained cells were counted as TH+AHD2+ and the green cells were considered as TH+AHD2- cells. Similar to the single TH quantifications, cells were counted as neurons when the staining co-localized with nuclear DAPI staining. The separation of the SNc and VTA were made based on anatomical landmarks. Everything rostral of the supramammillary decussation was considered as SNc and distinction between the SNc and the VTA was made based on the tracts medial lemniscus, positioned between the SNc and VTA. Cell numbers from all sections were pooled and statistical analysis was performed *via* a student’s *T*-test. Graphs represent the mean of counted cells divided by wildtype ± the SEM.

### RNA-Sequencing

RNA was isolated from dissected E14.5 midbrains of *Pitx3Cre/+; Lmx1b* +/+ and *Lmx1b* cKO embryos. RNA was isolated with Trizol (ThermoFisher) according to manufacturer’s protocol. After isolation RNA clean-up was performed with an RNA mini kit from Qiagen according to manufacturer’s protocol. E14.5 embryos were obtained from four different litters and RNA isolated of six wildtype or six mutant embryos from different nests was pooled to eventually form an *n* = 3 per group. Pair-end RNA-sequencing (minimal 2 * 10^∧7^ reads per sample), mapping on the mouse genome and DESeq2 statistical analysis on read counts was performed by Service XS (Leiden, Netherlands). The mapping was done with the mouse ensemble GRCm38.p4 data set.

### Quantitative PCR (qPCR)

RNA was isolated from dissected E14.5 midbrains of *Pitx3Cre/+; Lmx1b* +/+ and *Lmx1b* cKO embryos and of E14.5 *Pitx3CreCre; Lmx1b* +/+ and *Pitx3CreCre; Lmx1b* L/L. RNA was isolated with Trizol (ThermoFisher) according to manufacturer’s protocol. For the *Lmx1b* cKO three midbrains were pooled per samples (*n* = 4 wildtype, *n* = 4 cKO) and further purified on a column, according to the manufacturer’s protocol (Qiagen, RNeasy mini kit). For the *Pitx3/Lmx1b* mutants, a single midbrain was used per sample (*n* = 3 *Pitx3CreCre; Lmx1b*+/+, *n* = 3 *Pitx3CreCre; Lmx1b* L/L) and no RNA clean-up was performed. Relative mRNA levels were determined by using the QuantiTect SYBR green PCR lightCycler kit (Qiagen) according to the manufacturer’s instructions. For each reaction 10 ng (dissected midbrain) of total RNA was used as input. Primers used for *Th, Ahd2, En1* and *Cck* were previously published (Jacobs et al., 2011), primers for *Lmx1b* forward 5′-GAGCAAAGATGAAGAAGCTGGC and reverse 5′-CTCCATGCGGCTTGACAGAA (product size 98 bp). Quantitative PCR (qPCR) data was analyzed using the delta-delta Ct method and statistical analysis was performed *via* a student’s *T*-test Graphs represent the fold change divided by wildtype ± the SEM.

### MN9D Cell Culture and Transfection

MN9D cells were cultured in Dulbecco’s Modified Eagle Medium (DMEM) with 4.5 g/L glucose, supplemented with 10% (v/v) HIFCS, 100 units/mL penicillin, 100 units/ml streptomycin and 2 mM L-glutamine. Cells were grown on 10 cm-diameter plates manually coated with poly-D-Lysine, in a humidified atmosphere with 5% CO_2_ at 37°C. Transfection of MN9D cells was performed using Lipofectamine 2,000 reagent (Invitrogen) on 10 cm-diameter plates-cultured MN9D cells on 70%–90% confluency. Lipofectamine 2000 Reagent was diluted 1:50 (v/v) in high glucose DMEM containing 2.5 μg of DNA vector, in a total volume of 1.2 mL of DMEM. After 20 min of incubation at room temperature, the DNA-lipid complexes mix was diluted in medium without antibiotics (DMEM, 4.5 g/L glucose, 10% HIFCS) to a final volume of 10 mL and MN9D cells were incubated with this medium for 6 h in a humidified atmosphere with 5% CO_2_ at 37°C. Cells were harvested for RNA isolation with Trizol (Thermofisher) according to the manufacturer’s protocol.

## Results

### Specific Deletion of *Lmx1b* in Developing *Pitx3* Positive Neurons

Studies on *Lmx1b* null mutants have shown that *Lmx1b* is essential for the development of mdDA neurons. In the absence of *Lmx1b* TH+ cells fail to induce *Pitx3* and are lost during development (Smidt et al., 2000). In addition to an effect on the mdDA neuron population, *Lmx1b* was also found to be essential for the expression of several genes associated with IsO functioning, including *Fgf8, Wnt1, En1, En2, Pax2* and *Gbx2*, and that the loss of *Lmx1b* severely affects the initiation, maintenance and the inductive activity of the IsO during midbrain development (Guo et al., 2007). To study the role of *Lmx1b* in mdDA development, without affecting the IsO, we generated a conditional *Lmx1b* knock-out. *Lmx1b-*floxed animals (Suleiman et al., 2007) were crossed with *Pitx3Cre* animals (Smidt et al., 2012), to generate mice that lack *Lmx1b* exclusively in *Pitx3* positive neurons. *Pitx3* expression is initiated around E11.5 (Smidt et al., 1997) and it has been shown that the onset of CRE activity of *Pitx3*-Locus driven *Cre* expression is around E13.5 (Smidt et al., 2012), so to guarantee a complete loss of *Lmx1b* transcript we decided to study E14.5 embryos. To verify that these animals lack *Lmx1b* only in the *Pitx3* positive domain, we assessed the expression of *Lmx1b* in *Pitx3Cre/+; Lmx1b* L/L compared to *Pitx3Cre/+; Lmx1b +/+* littermates by means of *in situ* hybridization (Figure 1A). A clear loss of *Lmx1b* expression could be observed in the mdDA area (arrowheads) in *Lmx1b* L/L embryos, while expression in other regions, like the diencephalon and the hindbrain, remains unaffected (arrows). To examine whether the loss of a *Pitx3* allele and the complete loss of *Lmx1b* influenced *Pitx3* expression we analyzed its expression in adjacent slides (Figure 1B). When comparing wild-type to mutant embryos no clear difference in *Pitx3* expression was observed. Taken together, our analysis shows that crossing *Lmx1b-*floxed mice with *Pitx3Cre* animals, generates a *Lmx1b* cKO, in which the deletion is confined to the mdDA neuronal field, leaving the rostral and caudal expression domains of *Lmx1b* intact.

**Figure 1:**
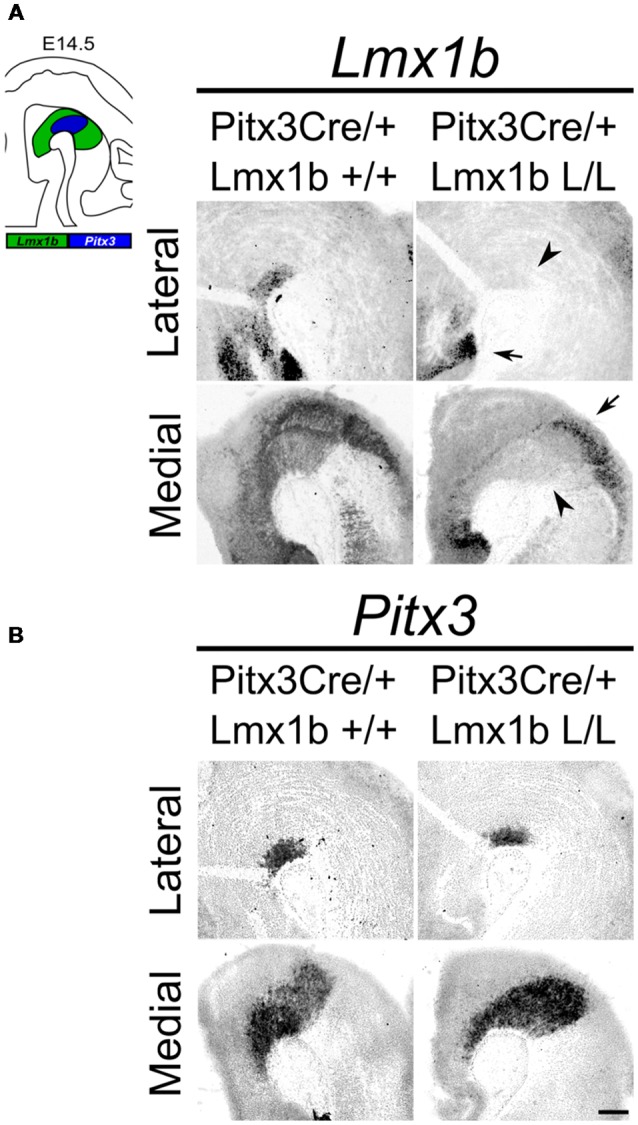
*Lmx1b* expression is specifically lost in the *Pitx3* positive domain of Lmx1b conditional knock-outs (cKOs) embryos. Analysis of *Lmx1b* and *Pitx3* expression *via* *in situ* hybridization in embryonic day (E)14.5 midbrain sagittal sections. **(A)** When comparing the *Pitx3Cre*/+; *Lmx1b* L/L to the *Pitx3Cre*/+; *Lmx1b*+/+ a clear loss of *Lmx1b* is observed in the *Pitx3* positive area (arrowheads). However *Lmx1b* expression is maintained in regions that are negative for *Pitx3* (arrows). **(B)** *Pitx3* expression seems unaffected. Scale bar = 300 μM.

### *Lmx1b* Is Not Essential for Early Post-mitotic Development of mdDA Neurons

As described above, the onset of *Pitx3* driven CRE activity is around E13.5 and by E14.5 most genes that define a mature mdDA neuron, like *Th, Vmat2* and *Dat*, are expressed (Iversen, 2010; Arenas et al., 2015). The expression of these genes is dependent on the combined functioning of *Nurr1* and *Pitx3* (Saucedo-Cardenas et al., 1998; Hwang et al., 2003; Nunes et al., 2003; Smits et al., 2003; van den Munckhof et al., 2003; Smidt et al., 2004; Jacobs et al., 2009). Loss of function studies showed that *Nurr1* mutants fail to induce *Th, Vmat2* and *Dat*, leading to a developmental arrest of mdDA progenitors and cell death (Zetterström et al., 1997; Saucedo-Cardenas et al., 1998; Smits et al., 2003). While *Pitx3* was found to be crucial for the correct specification of mdDA neurons by acting as an activator of the NURR1 transcriptional complex (Jacobs et al., 2009). Since we removed *Lmx1b* in post-mitotic cells, we hypothesized that any effect on the differentiation of mdDA neurons would become apparent in the spatial expression of *Th, Vmat2* and *Dat* at E14.5. In addition to these three factors, we also examined *Aadc*, which is also required for the proper DA neurotransmitter phenotype and is affected in both *Nurr1* and the *Pitx3* mutants, similar to the other marks we examined (Saucedo-Cardenas et al., 1998; Smidt et al., 2004). However, this gene is induced in an early state at E10.5 in a *Nurr1-*independent manner (Smits et al., 2003). When analyzing the spatial expression of *Th* *via* *in situ* hybridization no clear differences could be observed in the lateral or medial sections (Figure 2A). In addition, the expression of *Vmat2, Aadc* and *Dat* also seem unaffected by the post-mitotic loss of *Lmx1b* (Figures 2B–D). Together these results suggest that post-mitotic deletion of *Lmx1b* does not influence the expression of general DA marks *Th, Vmat2, Aadc* and *Dat*.

**Figure 2:**
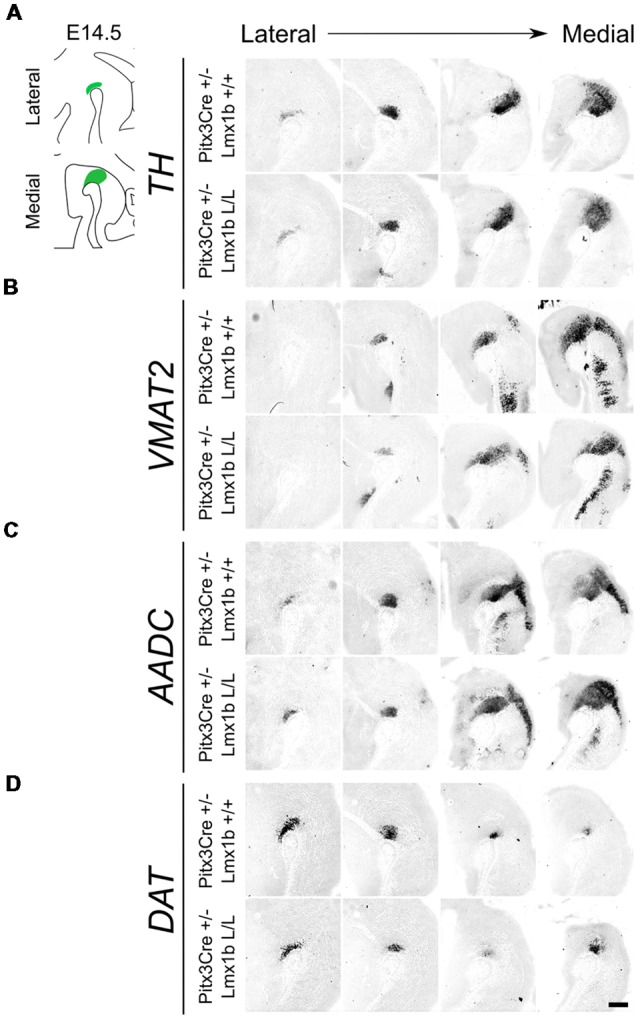
Several genes important for the dopamine (DA) neurotransmitter phenotype are not clearly affected by the *Pitx3Cre* driven loss of *Lmx1b* at E14.5. ** (A–D)** *In situ* hybridization of *Th, Vmat2, Aadc* and *Dat* in E14.5 midbrain sagittal sections. **(A–D)** In both lateral and medial sections, expression patterns of *Th, Vmat2, Aadc* and *Dat* do not seem to be affected in *Pitx3Cre*/+; *Lmx1b* L/L embryos. Scale bar = 200 μM.

### Conditional Removal of *Lmx1b* Results in the Loss of TH+ Cells in the Adult Midbrain

Previous studies have already shown that *Lmx1b* expression is continued throughout life (Smidt et al., 2000; Dai et al., 2008; Laguna et al., 2015), suggesting that *Lmx1b* might have a role in neuronal identity, maintenance and survival. A study performed by Doucet-Beaupré et al. (2016) demonstrated that the combined conditional genetic ablation of *Lmx1a* and *Lmx1b* under the control of the *Dat* promoter causes a degeneration of TH+ cells in 2-month-old mice in both the SNc and the VTA. To verify whether *Pitx3* driven deletion of *Lmx1b* also influenced neuronal identity and/or maintenance, we examined the expression of *Th, Vmat2, Aadc*, and *Dat* in 3-month-old midbrains (Figure 3). When comparing *Pitx3Cre; Lmx1b +/+* animals to *Pitx3Cre; Lmx1b* L/L animals no obvious alterations in the distribution of *Th* and *Vmat2* can be observed (Figures 3A,B), however when analyzing the expression of *Aadc*, alterations can be observed (Figure 3C, arrowheads) and when comparing *Dat* expression between the wildtype and the *Lmx1b* cKOs an overall reduction can be seen (Figure 3D, arrow heads). To further establish whether changes in expression are caused by the influence of *Lmx1b* on specific gene expression or on neuronal survival in general, we aimed to quantify the total amount of TH+ cells in the mdDA population. We performed immunohistochemistry for TH and counted the cells in both the SNc and the VTA (Figure 4A; Supplementary Table S1). The total amount of TH+ cells is reduced with ~15% (*n* = 3, **P < 0.01, one-tailed) in the cKO compared to wildtype littermates (Figure 4B). The loss of TH+ cells is largest in the VTA (~ 20% loss, **P < 0.01, one-tailed), while ~13% of the cells in the SNc are lost (Figure 4B). Since Laguna et al. (2015) found a progressive loss of cells between 2 months old cKO mice and 18-month-old *DatCre; Lmx1a* L/L; *Lmx1b* L/L animals, we aimed to investigate whether the reduction in TH+ cells in our model would also further progress. We quantified the amount of TH+ cells in the SNc and the VTA in 12-month-old midbrains (Figure 5A; Supplementary Table S1). A reduction of ~10% of the total TH+ population is observed in *Pitx3Cre; Lmx1b* L/L midbrains (*n* = 4, *P* < 0.05, one-tailed; Figure 5B). In contrast to 3-month-old animals, the loss of TH+ cells is only observed in the SNc, where the amount of TH+ cells is reduced with 15% (*n* = 4, *P* < 0.05, one-tailed) in the cKO midbrains, whereas the amount of TH+ cells in the VTA are not significantly altered (*n* = 4; Figure 5B). Together these results demonstrate that ablation of *Lmx1b* leads to the loss of TH+ neurons. In the VTA, an accelerated loss of cells is observed in the *Lmx1b* cKO, leading to reduced numbers of TH+ cells at 3 months of age. However, over time the number of cells between the wildtype and *Pitx3Cre/+; Lmx1b* L/L animals are equalized, suggesting that during aging *Pitx3Cre/+; Lmx1b* +/+ animals also lose cells in the VTA. Interestingly, the defect observed in the SNc at 3 months of age, resides with time and is still present at 12 months of age.

**Figure 3:**
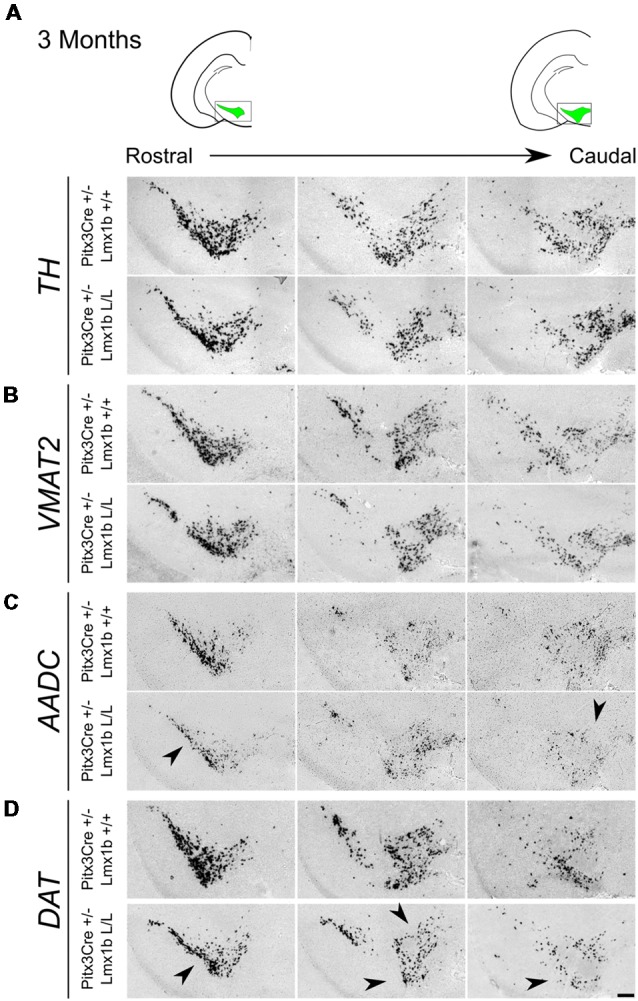
*Pitx3* driven deletion of Lmx1b results in a change in *Aadc* and *Dat* expression in the adult midbrain. Analysis of *Th, Vmat2, Aadc* and *Dat* in coronal adult section in the *Pitx3Cre*/+; *Lmx1b* L/L mutant *via* *in situ* hybridization. **(A,B)** Expression of *Th* and *Vmat2* seem unaffected in *Pitx3Cre*/+; *Lmx1b* L/L animals, but the *Pitx3* driven deletion of *Lmx1b* results in alteration in the expression of *Aadc* (**C**, arrowheads) and an overall reduction in *Dat* expression **(D)** in both rostral and caudal sections (arrowheads). Scale bar = 150 μM.

**Figure 4:**
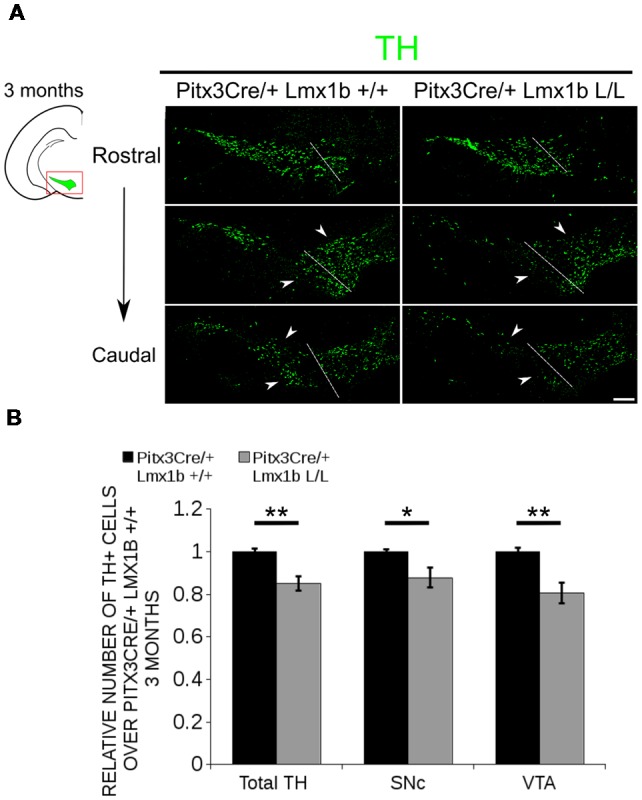
The number of TH+ cells is decreased in *Pitx3Cre/+; Lmx1b* L/L 3-month-old midbrains. **(A)** Protein expression of TH (green) was evaluated *via* immunohistochemistry in the adult midbrain of 3-month-old *Lmx1b* cKO animals. A loss of TH signal was observed in both the ventral tegmental area (VTA) and the substantia nigra pars compacta (SNc; white arrowheads). The white dotted line represents the border between what is considered SNc and VTA. **(B)** Quantification of TH+ cells in the adult midbrain of *Pitx3Cre*/+; *Lmx1b* L/L (*n* = 3, gray bars) and *Pitx3Cre*/+; *Lmx1b* +/+ controls (*n* = 3, black bars) shows that the total amount of TH+ neurons is significantly lower (~ 15% loss, **P < 0.05, one-tailed) and that neurons are lost both in the SNc (~ 13% loss, *P < 0.05) and the VTA (~ 20% loss, **P < 0.01, one-tailed). *Pitx3Cre*/+ *Lmx1b*+/+ animals were set at 1. Scale bar = 100 μM.

**Figure 5:**
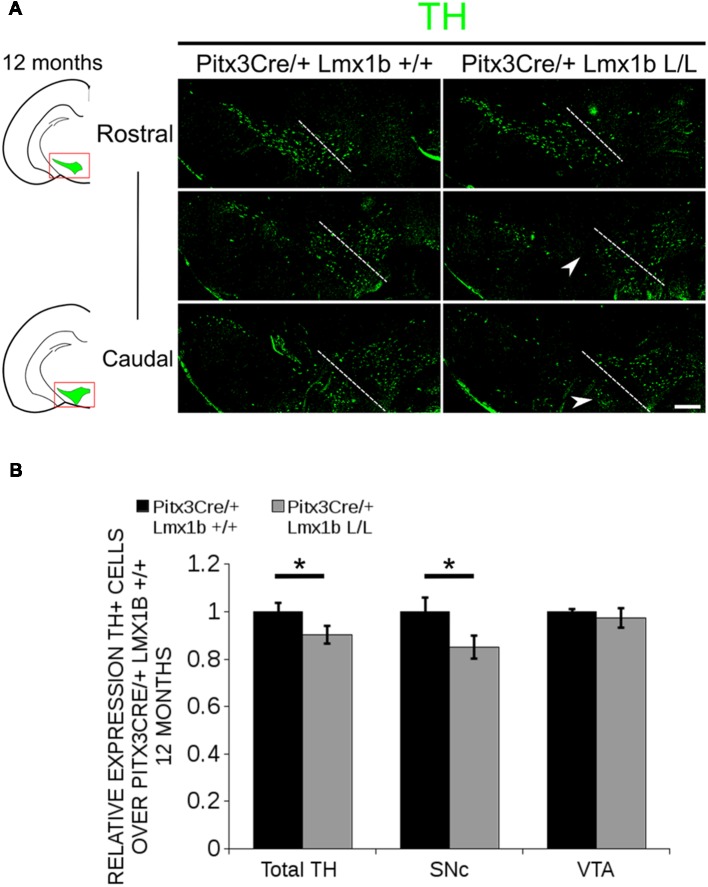
In 12-month-old midbrains, a reduction in TH+ neurons is observed in Pitx3Cre driven *Lmx1b* cKO animals. **(A)** Protein expression of TH (green) was evaluated by immunohistochemistry in adult midbrains of 12-month-old mutants and wildtypes. A loss of TH signal was observed in the SNc (white arrowheads). The white dotted line represents the border between what is considered SNc and VTA. **(B)** Quantification of TH+ cells in the adult midbrains of *Pitx3Cre*/+; *Lmx1b* L/L (*n* = 4, gray bars) and *Pitx3Cre*/+; *Lmx1b* +/+ controls (*n* = 4, black bars) shows that the total amount of TH+ neurons is significantly lower (~10% loss, **P < 0.05, one-tailed) and that neurons are lost in the SNc (~15% loss, *P < 0.05), but no difference was observed in the VTA (*n* = 4, one-tailed). *Pitx3Cre*/+ *Lmx1b* +/+ animals were set at 1. Scale bar = 100 μM.

### *Lmx1b* Regulates Genes Involved in Neuronal Development and Acts as a Repressor of *Ahd2*

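RNA of dissected E14.5 midbrains was sequenced as 3 libraries of Lmx1b cKO embryos and 3 libraries of Lmx1b control embryos, each from 2 pooled embryos. The authors deposited a single table of 26852 genes, which gives the mean normalized count of the cKO libraries and of the control libraries, their ratio, its log2 and a p-value. In these means, the read count of each library had been divided by the size factor of that library. The table does not list the libraries one by one. Because a read count is a whole number, the 3 counts behind each mean were searched for among the whole numbers, and a single answer was found in both groups for 26355 genes (98.1%). The recovered libraries carry a genotype but no sample number, so they are called replicates a, b and c of their group, in order of falling size factor. Between 20629683 and 25051860 recovered reads per library lie on these genes, which hold 69.5% of the normalized counts on genes. Lmx1b (ENSMUSG00000038765) lies on chromosome 2 of GRCm38 from 33560965 to 33640511. Its normalized counts were 1257, 1401 and 1455 in the cKO libraries and 1368, 1352 and 1474 in the control libraries. The group means of 1371 ± 102 and 1398 ± 66.6 (SD, n = 3) differed by less than the spread between libraries (exact permutation test, two-sided, p = 0.8, where 3 libraries against 3 cannot go below 0.1). The total on this gene therefore does not check the labels, and each direction below is that of the libraries labelled Lmx1b cKO against the libraries labelled control.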

In order to obtain a better insight into which molecular mechanisms are affected during development after the conditional removal of *Lmx1b*, we performed next-generation RNA-sequencing on dissected E14.5 midbrains of *Pitx3Cre/+; Lmx1b +/+* and *Pitx3Cre/ Lmx1b* L/L embryos (*n* = 3; two pooled embryos per biological replicate; Figure 6A). When using a *P*-value cut-off of *P* < 0.05 285 genes were identified, of which 105 were up-regulated and 180 are down-regulated. 

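The authors' deposited table lists 285 of 26852 genes with a p-value under 0.05, of which 115 were higher and 170 lower in the Lmx1b cKO. These genes are 1.06% of all genes, where a uniform distribution of p-values gives 5% or 1343 genes. The smallest p-value in the authors' table is 8.11e-05, and after Benjamini-Hochberg adjustment over all genes 0 genes had an adjusted p-value under 0.05. Of the 285 genes, 79 had a mean normalized count under 10. The recovered counts were tested with limma for the 16680 recovered genes with a mean normalized count of at least 10. This test gave 466 genes with a p-value under 0.05, of which 269 were lower and 197 higher in the cKO, and 0 genes with an adjusted p-value under 0.05. Of the 205 genes on the authors' list that were tested in this way, 199 were among the 466, all of them with the same direction. All 6 libraries were recovered for 284 of the 285 genes, and for 225 of these (79.2%) every cKO library lay on one side of every control library, which chance gives for 10% of genes. The p-values come from the same libraries, so this share is largely set by the selection of the genes, and among all genes with a mean of at least 10 it was 7.67%. The alternative that moved the number of 285 genes most was a threshold of 0.01, which left 54 genes.

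**Figure D1:**
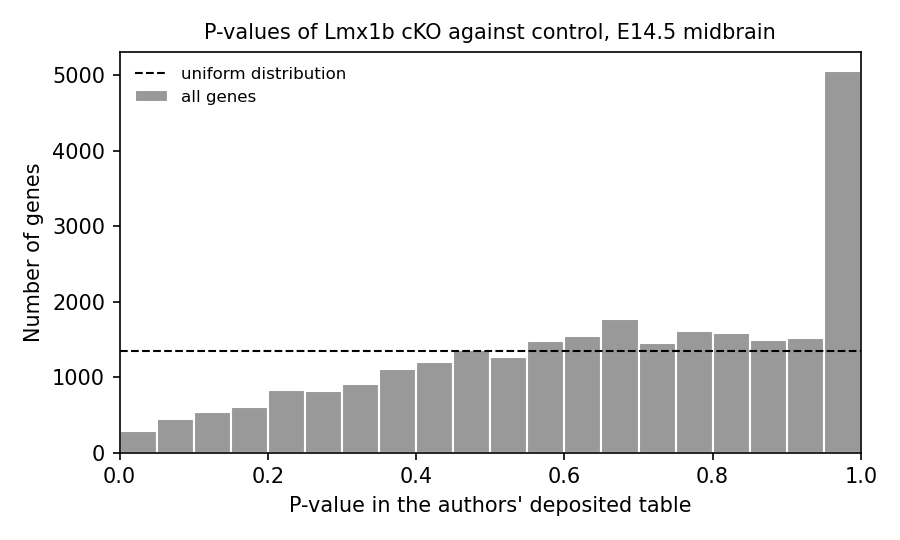
Number of genes (vertical axis) by p-value in the authors' deposited table (horizontal axis) in 20 intervals, with the number that a uniform distribution gives as a dashed line. The lowest interval holds 285 genes and the highest 5059, against 1343 for a uniform distribution.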

A PANTHER over-representation tests showed that these genes are mainly associated with head and nervous system development at E14.5 (Supplementary Figure S1). Among the 20 most regulated genes we found *Aldh1a1 (Ahd2), En1* and *En2* (Figure 6B). 

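Aldh1a1 (ENSMUSG00000053279, chromosome 19 of GRCm38, 20492715 to 20643465) had a recovered normalized count of 823 ± 155 (SD, n = 3) in the Lmx1b cKO and 443 ± 109 in the control. The log2 fold change in limma was 0.92 (standard error 0.18, adjusted p = 1.00), and it stayed between 0.72 and 1.10 when each library was left out in turn. En1 (ENSMUSG00000058665, chromosome 1, 120602418 to 120607992) had 1048 ± 104 normalized counts in the cKO and 1381 ± 140 in the control, a log2 fold change of -0.40 with a standard error of 0.094. For En2 (ENSMUSG00000039095, chromosome 5, 28165694 to 28172166), the normalized counts were 1673 ± 241 and 2284 ± 236, and the log2 fold change was -0.46 with a standard error of 0.10. The adjusted p-values of En1 and En2 were also 1.00. These fits had no block for pairs of libraries, as the true pairs are not known. With a block for each possible pairing, some pairings gave adjusted p-values under 0.05 for Aldh1a1 (0.00813 and 0.0340) and En2 (0.0304 and 0.0340). The other pairings did not, and En1 passed in none. Aldh1a1 also passed with the cycling gene level as a covariate (0.0104). All these fits were chosen after seeing the data, so the calls depend on the fit. Without one library, the log2 fold change ranged from -0.46 to -0.32 for En1 and from -0.55 to -0.34 for En2. For each of these 3 genes, all cKO libraries lay beyond all control libraries (exact permutation test, two-sided, p = 0.1, the smallest that 3 against 3 allow). In the authors' deposited table, their p-values have ranks 5, 11 and 12.
Of the 20 genes in Fig. 6B, 12 were lower and 8 higher in the cKO, and the libraries of the groups did not overlap for any of the 20 (chance gives 10% of genes, but these were picked by p-value on the same libraries). Limma tested 19 of them, with log2 fold changes from -1.73 to -0.28 for the lower and from 0.43 to 2.90 for the higher genes. All 19 had an unadjusted p-value under 0.05, also in each of the 6 fits that left out one library. The remaining gene, Fam46b, had at most 3 reads in every cKO library, and its mean was at least 2.74-fold lower than in the control. Exons of Mirt1, Lrig1, Slc22a3, Cercam, Nfix and Dlx6 overlap a gene on the opposite strand, and exons of 1700048O20Rik overlap a gene on the same strand, so reads could have been shared there.

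**Figure D2:**
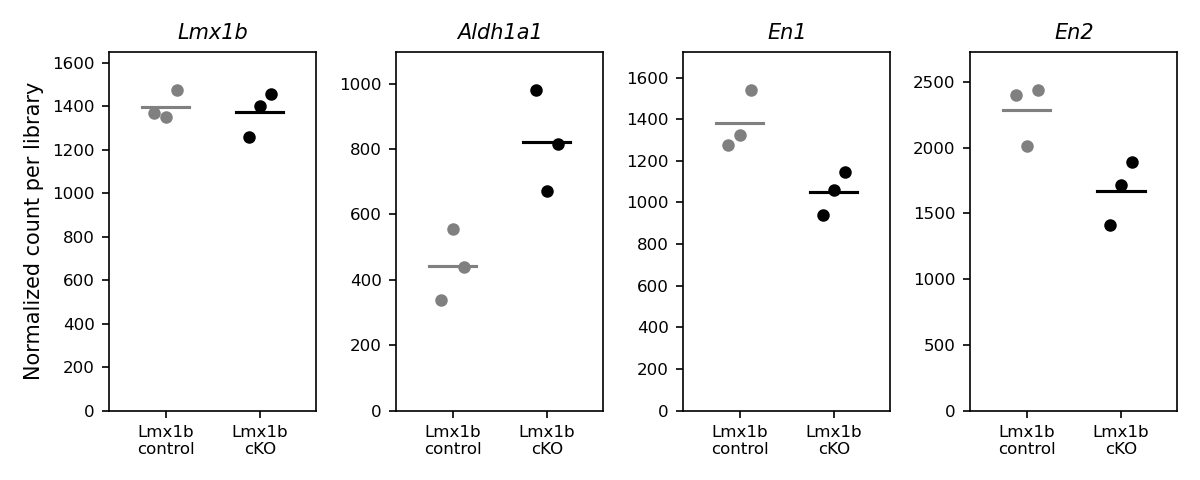
Normalized count of each recovered library (points, vertical axes from 0) and group mean (lines) of Lmx1b, Aldh1a1, En1 and En2 in the 3 control and 3 Lmx1b cKO libraries. The cKO libraries of Aldh1a1 sit between 672 and 981 and those of the control between 337 and 554.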

*En1* and *En2* have been implicated in mdDA neuronal survival before Albéri et al. (2004) and Simon et al. (2001). It was shown that within animals heterozygous for *En1* lose DA neurons specifically in the SNc (Sonnier et al., 2007). In addition to a role in neuronal survival *En1* has been implicated to play a role in the specification of the mdDA subpopulations. *En1-*deficient embryos demonstrate a down-regulation of *Th, Dat, Vmat2* and *D2R* in rostrolateral sub-population of mdDA neurons, which are destined to become the SNc (Veenvliet et al., 2013). Interestingly, this rostrolateral sub-population is marked by the expression of *Ahd2* (Jacobs et al., 2007; Veenvliet et al., 2013), which shows an upregulation of approximately two-fold (Figure 6B), suggesting that the loss of *Lmx1b* might specifically affect the rostrolateral subset. 

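The lowest Lmx1b cKO library for Aldh1a1 was 1.21-fold above the highest control library. Th, a general mark of mdDA neurons, had a normalized count of 752 ± 23.3 (SD, n = 3) in the cKO and 847 ± 112 in the control, and its log2 fold change of -0.16 in limma had a standard error of 0.10. The log2 fold change was -0.24 for Ddc, -0.27 for Slc6a3 (Dat) and 0.13 for Slc18a2 (Vmat2), and none of these 4 genes had a p-value under 0.05 in the authors' table. In limma, Ddc had one, but lost it in 4 of the 6 fits without one library (up to 0.147 without control replicate c). Slc6a3 gained one without control replicate a and Slc18a2 without control replicate b (0.00983 and 0.0176). With all 6 libraries, Slc6a3 also gained one with the cycling gene level as a covariate (0.0105). Ddc lost its own with the Y-linked gene level as a covariate (0.0641). Slc18a2 changed its direction, to -0.056, without control replicate a. The exons of Pitx3 overlap those of Elovl3 on the opposite strand. Pitx3 had 141 ± 26.3 normalized counts in the cKO and 185 ± 11.3 in the control. For Pitx3 and Ddc, every cKO library lay below every control library (exact permutation test, two-sided, p = 0.1). The paper states that the loss of Lmx1b left Pitx3 mRNA levels unchanged. The unadjusted p-value of Pitx3 in limma, 0.0407, stayed under 0.05 in only 2 of the 6 fits without one library. It rose to 0.210 without cKO replicate a, and to 0.0501 and 0.0607 with the cycling or the Y-linked gene level as a covariate. Across a list of 14 genes of mdDA neurons, the median log2 fold change was -0.19, with 11 genes lower, and it lay below all 10000 random lists matched on mean expression. This median was -0.073 without control replicate c. Genes of a list can vary together between libraries, unlike those of a random list, so this place below the random lists is no test of the genotype. The Y-linked genes, which follow the sex of the embryos, also lay below all their random lists. From the rise of Ahd2, the mark of the rostrolateral sub-population, the paper proposes that the loss of Lmx1b might affect the rostrolateral subset in particular.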

To identify other genes associated with mdDA neuronal development and the rostrolateral subset, we cross-referenced the list of 285 possible target genes to a list of genes known to be involved in mdDA development (Figure 6C). In addition, we performed an overlay of transcripts of *Lmx1b* target genes with the MAANOVA-FDR analysis of genes regulated by either *En1* (Veenvliet et al., 2013) or *Pitx3* (Jacobs et al., 2011), two genes that have been shown to be essential for the formation of rostrolateral mdDA neurons (Veenvliet et al., 2013). We found nine genes that were previously associated with mdDA development of which *En1* and *Ahd2* were considered for further study (Figure 6D, red arrows). Furthermore, genes regulated by both *Lmx1b* and *En1* were found to be regulated in the same direction (Figure 6E). This in contrast to genes that are regulated by both *Lmx1b* and *Pitx3*, which are mostly regulated reciprocal (Figure 6F), similar to the *Pitx3-En1* interplay (Veenvliet et al., 2013). 

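In addition to En1, En2 and Aldh1a1, the genes in Fig. 6D are Gucy2c, Slc10a4, Cadps2, Cst3, Foxb1 and Cxcl12. The recovered libraries of the groups did not overlap for any of the 9 genes (10% by chance, but picked by p-value on these libraries), of which 6 were lower and 3 higher in the Lmx1b cKO. Gucy2c fell from 110 ± 40.2 (SD, n = 3) to 60.5 ± 9.57 normalized counts and Slc10a4 from 627 ± 53.9 to 485 ± 35.8. The log2 fold changes in limma were -0.25 for Cadps2 and -0.21 for Cst3. Foxb1 rose from 838 ± 157 to 1069 ± 61.1 normalized counts, with a log2 fold change of 0.37 (standard error 0.12). Exons of Foxb1 overlap B230323A14Rik on the opposite strand. Cxcl12 rose from 237 ± 25.0 to 314 ± 23.7 normalized counts. All 9 genes had an unadjusted p-value under 0.05 in limma, and 7 of them in each of the 6 fits without one library. Gucy2c lost it without cKO replicates b or c or control replicate c (0.0761, 0.0574 and 0.0858), and Cadps2 without cKO replicate b or control replicate a (0.0850 and 0.0856).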

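Of the 11 genes in Fig. 6E, 10 were lower and 1, Dlx5, was higher in the Lmx1b cKO libraries. The log2 fold changes of the lower genes ranged from -0.46 to -0.23 in limma. For 8 genes the libraries of the groups did not overlap (10% by chance, but picked by p-value on these libraries), while those of Tnc, Luzp2 and Dlx5 did. Dlx5 had 260 ± 23.0 (SD, n = 3) normalized counts in the cKO and 168 ± 74.0 in the control (exact permutation test, two-sided, p = 0.3). Tnc, which shares exon sequence with 8030451A03Rik on the opposite strand, had 6807 ± 501 and 8212 ± 971 (exact permutation test, two-sided, p = 0.2), and Luzp2 had 2049 ± 178 and 2429 ± 271. All 11 had an unadjusted p-value under 0.05 in limma, and 7 in each of the fits without one library. Luzp2 lost it without cKO replicate b or control replicate a (0.0822 and 0.0662), and Dlx5 without control replicates a or c (0.0624 and 0.0551). The expression data of the En1 mutant were not analysed here.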

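Of the 10 genes in Fig. 6F, Aldh1a1 was higher and the other 9 were lower in the Lmx1b cKO, with log2 fold changes in limma from -1.23 to -0.29. The libraries of the groups did not overlap for any of these genes (10% by chance, but picked by p-value on these libraries), and 7 of the 10 had an unadjusted p-value under 0.05 in each of the 6 fits without one library. Slc6a4 fell from 305 ± 77.2 (SD, n = 3) to 136 ± 59.5 normalized counts, with 82.4, 127 and 200 in the cKO libraries and 278, 245 and 392 in the control libraries. Nkx6-2 fell from 231 ± 9.45 to 169 ± 10.1, Nfix from 3049 ± 217 to 2480 ± 155, and Cbln1 from 1900 ± 228 to 1534 ± 18.0. Nkx6-2 overlaps Inpp5a, and Nfix overlaps G430095P16Rik and Lyl1, all on the opposite strand. Avpr1a had 51.0 ± 10.8 normalized counts in the cKO and 87.3 ± 17.4 in the control, and its unadjusted p-value rose to 0.0570 in limma without cKO replicate a. The expression data of the Pitx3 mutant were not analysed here.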

*En1, En2* and *CD9* were found to be regulated by all three genes, *Lmx1b, En1* and *Pitx3* (Figure 6G), and while they are up-regulated in the *Pitx3* mutant (Figure 6F), they are down-regulated in both *En1* mutants and *Pitx3Cre/+; Lmx1b* L/L embryos (Figure 6E). 

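Cd9 (ENSMUSG00000030342) had normalized counts of 406, 405 and 394 in the Lmx1b cKO libraries and of 546, 497 and 432 in the control libraries. Its log2 fold change in limma was -0.29 with a standard error of 0.11. Every cKO library was below every control library (exact permutation test, two-sided, p = 0.1), and the closest cKO and control libraries had a ratio of 0.939. The direction held in all 6 fits that each left out one library, but the unadjusted p-value of 0.0236 rose to 0.0583 without cKO replicate c, 0.101 without control replicate a and 0.0515 without control replicate b. Exons of Cd9 overlap Gm26728 on the opposite strand, and the paper's text does not state whether the counting used the strand.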

Based on the results from the genome-wide expression analysis and the association of *En1* and *Ahd2* with the SNc (Jacobs et al., 2007; Sonnier et al., 2007; Veenvliet et al., 2013), we decided to examine the spatial expression of these two genes. In independent sets, the mRNA levels were confirmed using qPCR and the spatial expression patterns were studied using *in situ* hybridization. The levels of *En1* were 30% reduced (*n* = 4, *P < 0.05, one-tailed) in *Lmx1b* mutant embryos compared to wildtype (Figure 7A, right panel), validating our RNA-sequencing results. Interestingly, the spatial expression of *En1* is not altered in the *Pitx3Cre/+; Lmx1b* L/L embryos compared to *Pitx3Cre/+; Lmx1b* +/+ embryos at E14.5 (Figure 7A, left panel), suggesting that *Lmx1b* is important for the mRNA expression level of *En1* in all mdDA neurons. When examining the expression pattern of *Ahd2*, an increase in expression can be found in the entire *Ahd2* positive area (Figure 7B) and clear ectopic *Adh2* expression is found in the more medial sections (Figure 7B, left panel, arrowheads). Interestingly, the *Ahd2* positive domain seems to exceed that of *Th* in the lateral sections of E14.5 *Lmx1b* cKO midbrains, while in the medial sections it remains restricted to the *Th* positive domain (Figure 7C, arrowhead). Quantification of the mRNA expression level showed a two-fold increase in *Adh2* (*n* = 4, **p < 0.01, one-tailed) in the mutant compared to wildtype (Figure 7B, right panel). Interestingly, initial observation in *Lmx1b* overexpression studies in MN9D cells pointed already to this regulatory role of Lmx1b, since we found a 48% reduction in *Ahd2* levels after *Lmx1b* overexpression (*n* = 4, **P < 0.01, two-tailed; Supplementary Figure S2). In summary, we show that *Lmx1b* is important for the regulation of genes associated with mdDA neuronal development, including *En1*, and that *Lmx1b* acts as a repressor of *Ahd2*.

**Figure 6:**
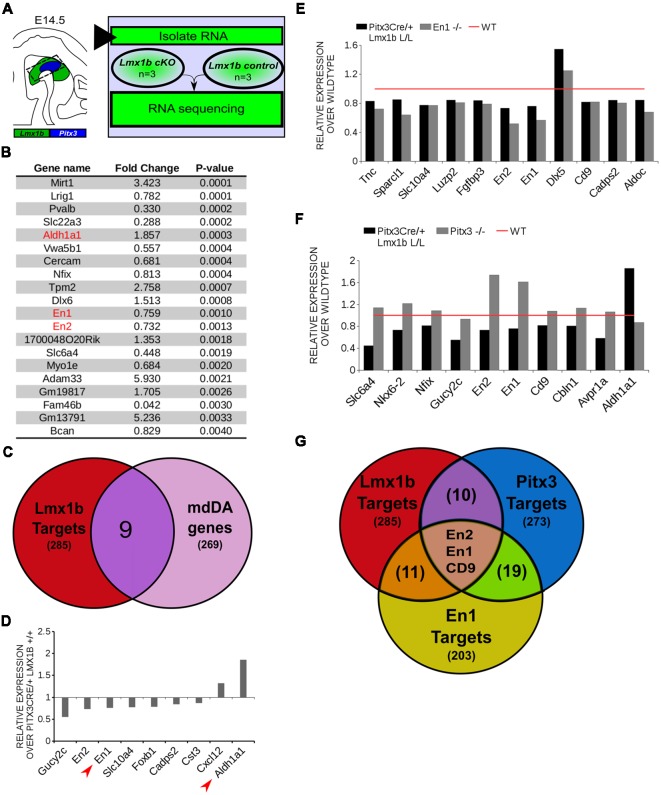
*In vivo* genome-wide expression analysis reveals that *Lmx1b* regulates genes involved in neuronal development, including *En1* and *En2* and acts as a repressor of *Ahd2* expression. **(A)** Schematic representation of the experimental setup for sample preparation and sample comparison. **(B)** Among the 20 most regulated genes are *Ahd2* (Aldh1a1, red), which shows an 85% increase, and *En1* (red) and *En2* (red) which are both down-regulated (*En1*, ~25% loss, *En2*, ~27% loss). **(C)** Venn diagram illustrating that nine genes regulated by *Lmx1b* are mdDA enriched. **(D)** Relative expression of nine genes that were mdDA enriched. Among the 9 genes *En1* and *Ahd2* were considered most interesting (red arrows). **(E)** Relative expression of genes regulated by both *En1* and *Lmx1b* demonstrate that genes that are regulated by the loss of *En1* (gray bars) are affected in the same manner in the *Pitx3Cre/+ Lmx1b* L/L E14.5 embryos (black bars). Wildtype was set at 1. **(F)** When looking at the relative expression of genes regulated by *Pitx3* and *Lmx1b* the opposite effect is observed as with the *En1* mutant. Genes up-regulated in the *Pitx3* mutant are down-regulated in the *Lmx1b* depleted embryos and genes up-regulated in the *Pitx3Cre* driven *Lmx1b* mutant are down-regulated in embryos missing *Pitx3*. **(G)** Venn diagram showing that *Lmx1b*, *En1* and *Pitx3* are all involved in regulating *En1, En2* and *Cd9*.

**Figure 7:**
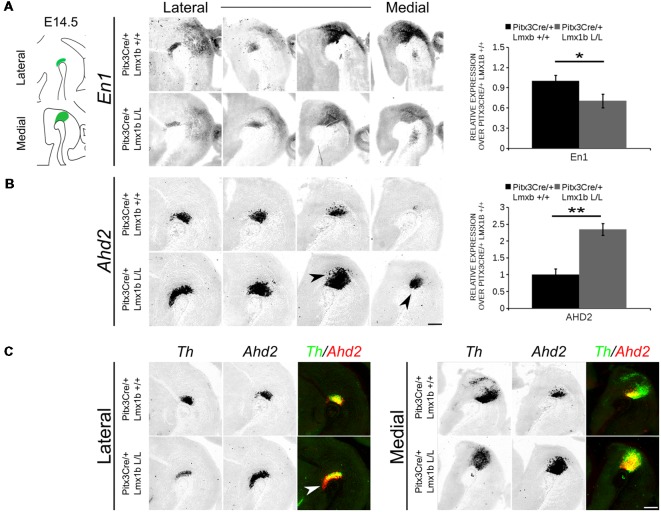
*Ahd2* is up-regulated and ectopically expressed in *Pitx3Cre* driven *Lmx1b* mutants, together with a generic reduction in *En1* expression in the midbrain of E14.5 mutant embryos. The expression patterns of *En1* and *Ahd2* in E14.5 midbrains of *Lmx1b* cKO and wildtype were analyzed *via* *in situ* hybridization, followed by quantitative PCR (qPCR) to quantify the mRNA levels. **(A)** The mRNA expression level of *En1* is significantly reduced (~30% loss, *p < 0.05, one-tailed) in the *Pitx3Cre*/+ *Lmx1b* L/L E14.5 midbrain (*n* = 4, gray bars) compared to wildtype littermate controls (*n* = 4, black bars). Wildtype mRNA levels were set at 1. When visualizing the expression pattern an overall reduction in *En1* expression can be seen in both lateral and medial sections. **(B)** *Ahd2* expression can be found ectopically in medial section (arrowheads) and an up-regulation can be observed in more lateral sections. Quantification of the mRNA levels *via* qPCR shows an increase of ~130% (*n* = 4, **P < 0.01, one-tailed) in the mutant (gray bar) compared to the wildtype (black bar). Wildtype was set at 1. **(C)** Pseudo-overlay of the lateral and medial expression pattern of *Ahd2* (red) and *Th* (green). In the lateral sections the *Ahd2* expression domain exceeds the *Th* positive domain (white arrowhead), while the ectopic expression of *Ahd2* in the medial sections is restricted to the spatial expression of *Th*. Scale bar = 300 μM.

### TH+ Cells Are Lost in the SNc and the VTA of *Pitx3Cre/+ Lmx1b* L/L Adult Mice

During embryonic development different subsets of mdDA neurons can already be distinguished based on their molecular profile and anatomical position (Smits et al., 2013; Panman et al., 2014; La Manno et al., 2016; Tiklová et al., 2019). As described above, the rostrolateral subset, that will later form most of the SNc, is marked by the expression of *Ahd2* (Jacobs et al., 2011; Veenvliet et al., 2013), while the caudomedial population, destined to become the VTA, expresses *Cck* (Hökfelt et al., 1980; Veenvliet et al., 2013). It was shown that these subsets are dependent on different transcriptional programs for their proper specification and survival (Smits et al., 2006; Jacobs et al., 2011; Veenvliet et al., 2013; Panman et al., 2014; Kouwenhoven et al., 2017). The rostrolateral population is dependent on a complex interplay between *Pitx3* and *En1*, in which *En1* is required for the induction of DA phenotype and influences *Pitx3* expression and *Pitx3* is required for antagonizing the caudomedial phenotype by regulating EN1 functioning (Veenvliet et al., 2013). When the rostrolateral population is formed, the remaining DA population will obtain a caudomedial phenotype under the influence of *En1* (Bye et al., 2012; Veenvliet et al., 2013). Our results show lower mRNA levels of *En1* and an expansion of the rostrolateral mark *Ahd2* (Figure 7), suggesting that the specification of mdDA subsets is affected. In order to determine whether the loss of *Lmx1b* influences the caudomedial population at E14.5 we examined the expression of *Cck* (Figure 8A). No differences in spatial expression could be observed between the wildtype and *Pitx3Cre/+; Lmx1b* L/L embryos when analyzing *Cck* using *in situ* hybridization (Figure 8A, left panel). In addition, the mRNA levels of *Cck* are not significantly different between the wildtype and the cKO (*n* = 4; Figure 8A, right panel). Next to analyzing the expression at E14.5, we also decided to examine the spatial expression in 3-month-old adult midbrains (Figure 8B). Interestingly, a clear loss of *Cck* expression can be observed in the more lateral positions of the VTA (arrowheads; *n* = 2 observation), which seems to match the position where we observed the initial loss in TH+ cells (Figure 4B, arrowheads). However, *Th* expression can still be found in corresponding areas in adjacent slides (Figure 8C), suggesting that *Cck* is down-regulated in these areas. To further substantiate the effect of the deletion of *Lmx1b* on the adult mdDA subsets, we also examined the expression of *Adh2* in the adult midbrain and quantified the amount of TH+AHD2+ cells in the SNc and the VTA (Figure 9A). The ectopic *Ahd2* expression observed in the embryo could not be detected in the adult stages (Supplementary Figure S3) and a ~18% loss of TH+AHD2+ cells (*n* = 3, *P < 0.05, one-tailed) is even observed in the SNc (Figure 9B; Supplementary Table S1). While the TH+AHD2+ are affected in the SNc, the AHD2 negative population is significantly reduced in the VTA, where ~21% of the TH+AHD2- cells are lost (*n* = 3, **P < 0.01, one-tailed) in the mutant compared to *Pitx3Cre/+; Lmx1b* +/+ midbrains (Figure 9C; Supplementary Table S1). Together, our data shows that the DA-subsets are differential affected by the loss of *Lmx1b* in both the embryonic and adult stage.

**Figure 8:**
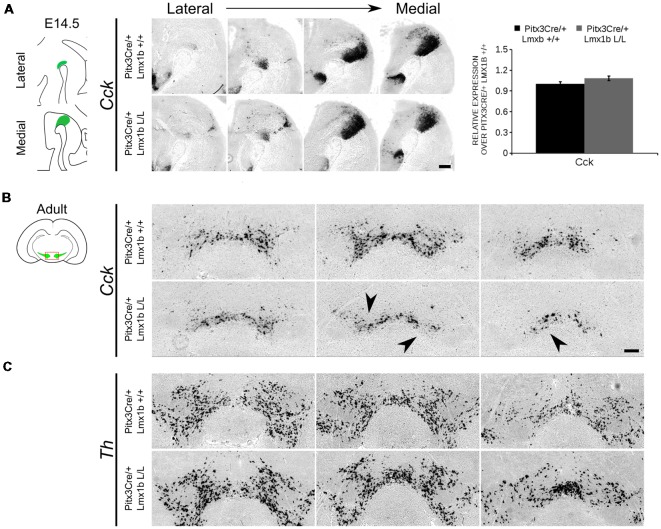
*Cck* expression is not affected in the midbrain of E14.5 *Pitx3cre*/+ *Lmx1b* L/L embryos, but shows a clear loss in the adult mutant midbrain.** (A)** Expression of *Cck* was examined using *in situ* hybridization and qPCR. No significant difference in mRNA level was found between *Lmx1b* conditional mutant E14.5 midbrain (*n* = 4, gray bar) and wildtype littermate midbrains (*n* = 4, black bar). Wildtype mRNA levels were set at 1. In addition, the expression pattern of *Cck* is comparable between *Pitx3Cre/+; Lmx1b* L/L E14.5 midbrain sections and *Pitx3Cre/+ Lmx1b +/+* E14.5 midbrain sections. **(B)** *In situ* hybridization on the adult midbrain demonstrates a loss of *Cck* expression in the lateral parts of the VTA (black arrowheads, *n* = 4 observation). **(C)** The expression pattern of *Th* was visualized using *in situ* hybridization on adjacent sections. Scale bars are 200 μM.

**Figure 9:**
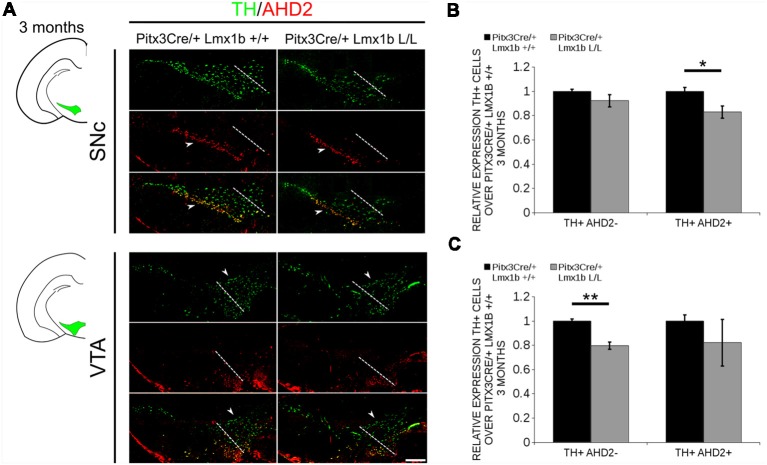
The TH+ cells that are lost in the SNc of 3-month-old mice conditionally depleted of *Lmx1b* are also AHD2+, while the TH+AHD2- population is affected in the VTA. Immunohistochemistry of TH (green) and AHD2 (red) in the adult midbrain of 3-month-old animals. **(A)** Assessment of the TH+AHD2+ (yellow) and the TH+AHD2- (green) population in both the SNc and VTA of *Pitx3Cre/+ Lmx1b* L/L animals shows that in the SNc (upper panel) the TH+ AHD2+ neurons are affected, while TH+ neurons affected in the VTA (lower panel) are AHD2- (white arrowheads). The white dotted line represents the border between what is considered SNc and VTA. **(B)** Quantification of the amount of cells in the SNc shows that the number of TH+AHD2+ neurons are reduced (~18%, *n* = 3, *p < 0.05, one-tailed), while the number TH+AHD2- cells are similar to the *Pitx3Cre/+ Lmx1b* +/+ (*n* = 3, black bar). **(C)** This in contrast to the VTA, where TH+AHD2- cells are lost (~ 21% loss, *n* = 3, **P < 0.01, one-tailed) in the *Lmx1b* cKO (gray bar) and TH+AHD2+ cells are not significantly reduced. The number of cells of in the midbrain of *Pitx3Cre/+; Lmx1b* +/+ animals were set at 1. Scale bar = 100 μM.

### *Lmx1b* Represses *Ahd2* Expression Independent of *Pitx3*

The transcriptional activation of *Ahd2* in the rostrolateral population has been demonstrated to be dependent on the expression of *Pitx3* (Jacobs et al., 2007). *Pitx3* can interact with a region close to the transcriptional start site of *Ahd2* and loss of expression is observed in *Pitx3−/−* embryos and adult midbrains (Jacobs et al., 2007). As mentioned above, the *Pitx3* driven deletion of *Lmx1b* causes an up-regulation of *Adh2* and to get a better insight into the mechanisms *via* which *Lmx1b* influences *Ahd2* expression we generated a double mutant for *Pitx3* and *Lmx1b* (*Pitx3CreCre; Lmx1b* L/L). We analyzed the expression of *Ahd2, En1* and *Th* in *Pitx3CreCre; Lmx1b* L/L and *Pitx3CreCre; Lmx1b* +/+ embryos with *in situ* hybridization (Figures 10A–C). When analyzing the expression of *Ahd2* we observed a clear increase in signal in several sections (arrows) in embryos depleted of both *Pitx3* and *Lmx1b* (Figure 10A). In more lateral sections this increase in *Ahd2* was less pronounced (Figure 10A). Importantly, The expression of *En1* and *Th* seem unaffected (Figures 10B,C), suggesting that the ablation of *Lmx1b* only leads to an increase in *Ahd2* expression in a *Pitx3* mutant background. To quantify the mRNA levels, we isolated RNA from E14.5 dissected midbrains of *Pitx3CreCre: Lmx1b* L/L and *Pitx3CreCre: Lmx1b* +/+ embryos (Figure 10D). As expected, the *Lmx1b* mRNA levels were severely reduced as a consequence of the conditional ablation (*n* = 3, *P < 0.05, one-tailed). In addition to the loss of *Lmx1b, Ahd2* was up-regulated to ~160% (*n* = 3, *p < 0.05, one-tailed), indicating that repression of *Ahd2* by *Lmx1b* does not require *Pitx3*.

**Figure 10:**
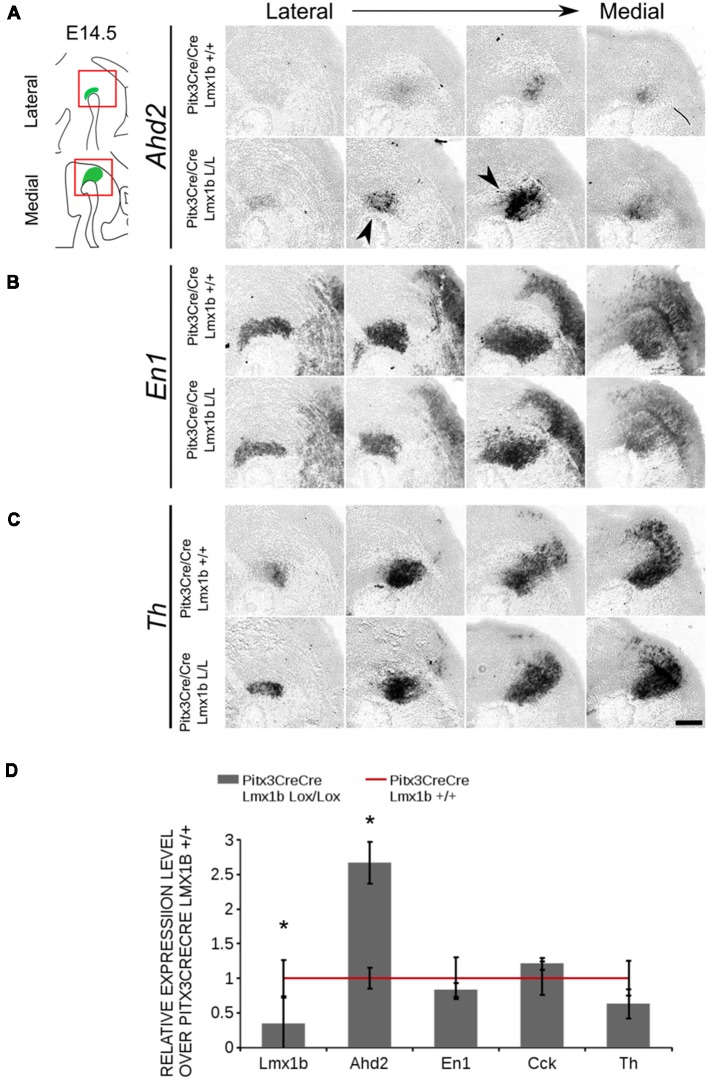
Lmx1b represses *Ahd2* independent of Pitx3. The expression patterns of *Adh2, En1* and *Th* were examined using *in situ* hybridization and the mRNA levels for *Lmx1b, Ahd2, En1, Cck* and *Th* were verified using qPCR. **(A)** *Pitx3Cre* driven loss of *Lmx1b* in *Pitx3CreCre* animals caused an increase in *Ahd2* expression in the medial sections of the E14.5 midbrain (black arrowheads). **(B,C)** The expression pattern of *En1* did not show clear differences between *Pitx3CreCre; Lmx1b +/+* and the *Pitx3CreCre Lmx1b* mutant and neither did *Th*. **(D)** The mRNA expression levels of *Lmx1b* were down-regulated with ~76% in conditional mutant (gray bar, *n* = 3, *p < 0.05, one-tailed), while *Ahd2* shows an increase of ~160% in the *Pitx3CreCre; Lmx1b* L/L (gray bar, *n* = 3, *p < 0.05, one-tailed) compared to *Pitx3CreCre; Lmx1b* +/+ littermates (red line, *n* = 4). The mRNA expression levels of *En1, Cck* and *Th* did not show significant changes. Wildtype was set at 1. Scale bar = 100 μM.

AHD2 is an aldehyde dehydrogenase and generates RA and in previous studies it has been shown that a partial recovery of TH+ neurons in the rostrolateral population can be accomplished by maternal supplementation with RA in *Pitx3* ablated animals (Jacobs et al., 2007). In addition to the generation of RA, *Ahd2* has also been found to have a protective role for SNc neurons by detoxifying aldehydes (Wey et al., 2012). With partial rescue of *Adh2* expression in the *Pitx3/Lmx1b* double mutant we hypothesized that this might also rescue part of the TH+ cells that are lost in full *Pitx3* mutants in adults. We therefore analyzed the amount of TH+ and TH+AHD2+ cells in the adult midbrain of *Pitx3* mutants and *Pitx3CreCre/Lmx1b* L/L animals by performing immunohistochemistry for TH (green) and AHD2 (red; Figure 11A). More TH+ cells could be observed in the lateral tier of the SNc (Figure 11A, arrows) and in the VTA (Figure 11A, arrowheads). Quantification showed an ~16% increase in TH+ cells (*n* = 3, **p < 0.01, one-tailed) and an upward trend for the amount of TH+AHD2+ cells (*n* = 3; *p* = 0.12, one-tailed) in *Pitx3/Lmx1b* double mutant midbrains compared to *Pitx3* mutants (Figure 11B; Supplementary Table S1). To summarize our data, by conditionally removing *Lmx1b* in a *Pitx3* mutant background a recovery of *Ahd2* expression is observed at E14.5 and an increase in TH+ cells can be detected in the adult midbrain of *Pitx3CreCre; Lmx1b* L/L animals compared to *Pitx3* mutants alone.

**Figure 11:**
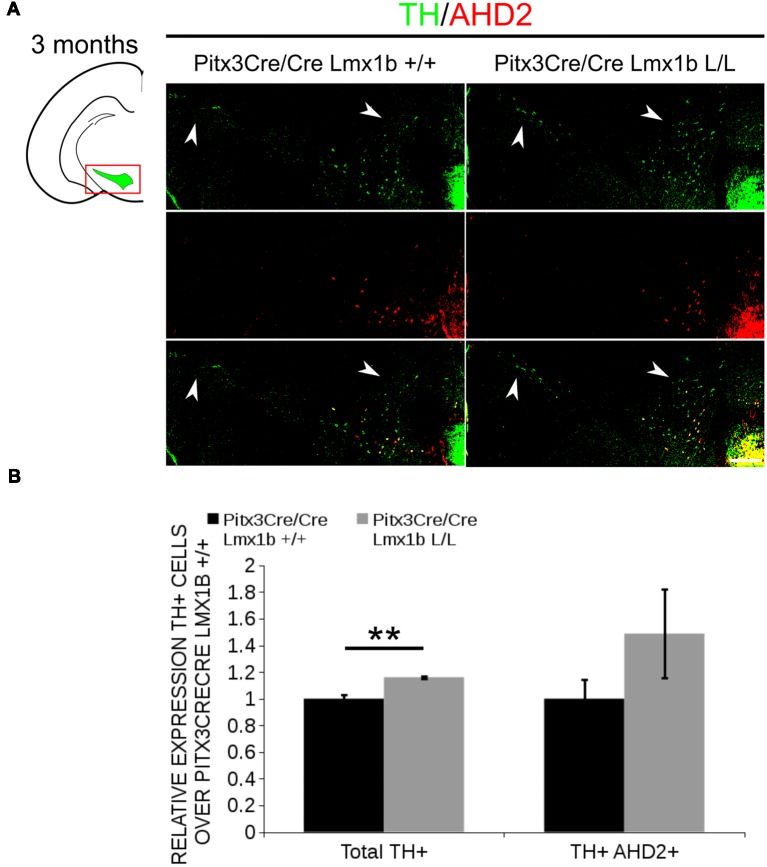
Additional Lmx1b deletion partially rescues the cell loss observed in *Pitx3* mutants alone. TH (green) and AHD2 (red) expression was assessed using immunohistochemistry in coronal midbrain sections of 3-month-old animals. **(A)** More TH+ cells were observed in lateral tier of the SNc (white arrows) and in the VTA (white arrowhead). The white dotted line represents the border between what is considered SNc and VTA. **(B)** Quantification of the total amount of TH+ cells shows an increase in TH+ cells of ~16% (*n* = 3, **P < 0.01, one-tailed). The number of TH+AHD2+ cells are not significant increased, but shows an upward trend (*n* = 3, *P* = 0.12, one-tailed). *Pitx3CreCre; Lmx1b* +/+ was set at 1. Scale bar = 100 μM.

## Discussion

*Lmx1b* has been associated with several developmental processes (Chen et al., 1998; Adams et al., 2000; Smidt et al., 2000; Guo et al., 2007; Deng et al., 2011; Yan et al., 2011). During early development *Lmx1b* is a critical component of the positive feedback loop that maintains genes associated with IsO functioning. When studying *Lmx1b* null mutants, it was demonstrated that *Wnt1, Fgf8*, *En1* and *En2* all require *Lmx1b* to maintain their expression at the IsO and in mdDA progenitors (Adams et al., 2000; Guo et al., 2007; Anderegg et al., 2013; Sherf et al., 2015). The loss of *Lmx1b* initially seems to predominantly affect the lateral positioned mdDA progenitor pool, however the medial located progenitors are arrested in their development as they fail to co-express *Th* and *Pitx3* and are lost during later stages (Smidt et al., 2000; Deng et al., 2011). Next to a developmental role, a recent study also linked *Lmx1b* to cellular homeostasis of mdDA neurons in adult mice (Laguna et al., 2015). By using a *Dat* driven *Cre*, *Lmx1b* was removed in postmitotic mdDA neurons, which led to dysregulation of the autophagic-lysosal pathway, abnormal synaptic responses and reduced protein levels of striatal TH and DAT expression, all processes that contribute to a Parkinson’s disease pathology (Laguna et al., 2015). Here, we showed that *Lmx1b* has a variety of functions during postmitotic development, including subset specification and neuronal survival. In line with its function in early development, we found that a loss of *Lmx1b* in postmitotic neurons leads to reduced mRNA levels of *En1* and *En2* at E14.5. Both of these factors have be associated with the survival of mdDA neurons (Simon et al., 2001; Albéri et al., 2004) and *En1* ± animals show a progressive loss of TH+ cells in the ventral midbrain from 3 weeks of age onward (Sonnier et al., 2007). The lower mRNA levels of *En1*, if equally represented by a lower protein level, might contribute to the observed reduction in the amount of TH+ cells in 3-month-old *Pitx3Cre/+; Lmx1b* L/L animals, however in heterozygous *En1* mice the SNc is mostly affected, while in our model initially the VTA demonstrates the largest percentile reduction in TH+ cells. Notably, after 1 year the defect resides in the SNc suggesting a change in timing of neuronal survival which culminates in loss of SNc neurons after 12 months, which is in line with observations done in *En1* mutant animals. In addition to a role in neuronal survival we also found a role for *Lmx1b* in subset specification. *Pitx3* driven deletion of *Lmx1b* led to a significant increase in the rostrolateral mark *Ahd2* *in vivo* and *in vitro*. In E14.5 embryos, an extension of the *Ahd2* positive domain was observed, as *Ahd2* expression was found ectopically in medial sections of the ventral mesencephalon, overlapping with the *Cck* positive domain, and in lateral sections exceeding the *Th* positive domain. These findings corroborated initial observations that Lmx1b overexpression in a dopaminergic cell line (MN9D) led to the repression of *Ahd2* mRNA expression. Interestingly, the shift in *Ahd2* towards the more medial DA domain did not affect the expression of *Cck* during development. The actual increased level of *Ahd2* mRNA could be attributed to a higher level per cell in addition to the ectopic presence. The transcriptional activation of *Ahd2* has been demonstrated to be dependent on the expression of *Pitx3* and *En1* (Jacobs et al., 2007; Veenvliet et al., 2013). *Pitx3* can interact with a region close to the transcriptional start site of *Ahd2* and loss of expression is observed in *Pitx3−/−* embryos and adult midbrains (Jacobs et al., 2007). The ablation of *Lmx1b* did not influence the mRNA expression levels of *Pitx3* itself (not shown) and also the spatial expression of *Pitx3* was not affected. In addition, spatial expression of *Ahd2* was partially recovered in *Pitx3/Lmx1b* double mutants compared to *Pitx3* mutants, suggesting that the regulation of *Ahd2* by *Lmx1b* is a PITX3-independent process. Interestingly, the *Ahd2* promoter contains several conserved FLAT-elements, to which LMX1B can bind directly (Rascle et al., 2009), suggesting that LMX1B might directly influence *Ahd2* expression. AHD2 is involved in the generation of retinoic acid (RA) from retinol and Jacobs et al. (2007) demonstrated that administration of RA to the maternal diet of *Pitx3−/−* animals led to an increase in TH+ cells during development and an increased innervation of the dorsal Striatum. Although we only observed a partial rescue of *Ahd2* expression, we did observe an increase in TH+ cells in the midbrain of adult *Pitx3CreCre; Lmx1b* L/L animals.

Overall, our data shows that *Lmx1b* is important for the mRNA expression level of survival factors *En1* and *En2* during development and for the survival of a specific group of mdDA neurons postnatally. Next to a role in survival we found that *Lmx1b* functions as a transcriptional repressor of *Ahd2* independent of Pitx3. This underscores the presence of developmental programs that lead to mdDA subsets and that *Lmx1b* is part of the complex network of interacting transcription factors that specify these subsets.

## Data Availability

The datasets generated for this study can be found in GEO, GSE121120.

## Ethics Statement

All animal studies were performed in accordance with local animal welfare regulations, as this project has been approved by the animal experimental committee (Dier ethische commissie, Universiteit van Amsterdam; DEC-UvA), and international guidelines.

## Author Contributions

IW performed the experiments, analyzed the data and wrote the mansuscript. PL-B and EH performed the experiments. MS initiated the study, analyzed the data, wrote the manuscript, funded the study.

## Conflict of Interest Statement

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## References

[B1] AdamsK. A.MaidaJ. M.GoldenJ. A.RiddleR. D. (2000). The transcription factor Lmx1b maintains Wnt1 expression within the isthmic organizer. Development 127, 1857–1867. 1075117410.1242/dev.127.9.1857

[B2] AlbériL.SgadòP.SimonH. H. (2004). Engrailed genes are cell-autonomously required to prevent apoptosis in mesencephalic dopaminergic neurons. Development 131, 3229–3236. 10.1242/dev.0112815175251

[B3] AndereggA.LinH.-P.ChenJ.-A.Caronia-BrownG.CherepanovaN.YunB.. (2013). An Lmx1b-miR135a2 regulatory circuit modulates Wnt1/Wnt signaling and determines the size of the midbrain dopaminergic progenitor pool. PLoS Genet. 9:e1003973. 10.1371/journal.pgen.100397324348261PMC3861205

[B4] ArenasE.DenhamM.VillaescusaJ. C. (2015). How to make a midbrain dopaminergic neuron. Development 142, 1918–1936. 10.1242/dev.09739426015536

[B5] BjörklundA.DunnettS. B. (2007). Fifty years of dopamine research. Trends Neurosci. 30, 185–187. 10.1016/j.tins.2007.03.00417397938

[B6] BraakH.Del TrediciK.RübU.de VosR. A.Jansen SteurE. N.BraakE. (2003). Staging of brain pathology related to sporadic Parkinson’s disease. Neurobiol. Aging 24, 197–211. 10.1016/S0197-4580(02)00065-912498954

[B7] ByeC. R.ThompsonL. H.ParishC. L. (2012). Birth dating of midbrain dopamine neurons identifies A9 enriched tissue for transplantation into Parkinsonian mice. Exp. Neurol. 236, 58–68. 10.1016/j.expneurol.2012.04.00222524988

[B8] ChenH.LunY.OvchinnikovD.KokuboH.ObergK. C.PepicelliC. V.. (1998). Limb and kidney defects in Lmx1b mutant mice suggest an involvement of LMX1B in human nail patella syndrome. Nat. Genet. 19, 51–55. 10.1038/ng0598-519590288

[B9] DaiJ.-X.HuZ.-L.ShiM.GuoC.DingY.-Q. (2008). Postnatal ontogeny of the transcription factor Lmx1b in the mouse central nervous system. J. Comp. Neurol. 509, 341–355. 10.1002/cne.2175918512225

[B10] DengQ.AnderssonE.HedlundE.AlekseenkoZ.CoppolaE.PanmanL.. (2011). Specific and integrated roles of Lmx1a, Lmx1b and Phox2a in ventral midbrain development. Development 138, 3399–3408. 10.1242/dev.06548221752929

[B11] Doucet-BeaupréH.GilbertC.ProfesM. S.ChabratA.PacelliC.GiguèreN.. (2016). Lmx1a and Lmx1b regulate mitochondrial functions and survival of adult midbrain dopaminergic neurons. Proc. Natl. Acad. Sci. U S A 113, E4387–E4396. 10.1073/pnas.152038711327407143PMC4968767

[B12] GrimaB.LamourouxA.BlanotF.BiguetN. F.MalletJ. (1985). Complete coding sequence of rat tyrosine hydroxylase mRNA. Proc. Natl. Acad. Sci. U S A 82, 617–621. 10.1073/pnas.82.2.6172857492PMC397092

[B13] GuoC.QiuH.-Y.HuangY.ChenH.YangR.-Q.ChenS.-D.. (2007). *Lmx1b* is essential for *Fgf8* and *Wnt1* expression in the isthmic organizer during tectum and cerebellum development in mice. Development 134, 317–325. 10.1242/dev.0274517166916

[B14] HökfeltT.SkirbollL.RehfeldJ. F.GoldsteinM.MarkeyK.DannO. (1980). A subpopulation of mesencephalic dopamine neurons projecting to limbic areas contains a cholecystokinin-like peptide: evidence from immunohistochemistry combined with retrograde tracing. Neuroscience 5, 2093–2124. 10.1016/0306-4522(80)90127-x7007911

[B15] HoekstraE. J.von OerthelL.van der HeideL. P.KouwenhovenW. M.VeenvlietJ. V.WeverI.. (2013). Lmx1a encodes a rostral set of mesodiencephalic dopaminergic neurons marked by the Wnt/B-catenin signaling activator R-spondin 2. PLoS One 8:e74049. 10.1371/journal.pone.007404924066094PMC3774790

[B16] HwangD.-Y.ArdayfioP.KangU. J.SeminaE. V.KimK.-S. (2003). Selective loss of dopaminergic neurons in the substantia nigra of Pitx3-deficient aphakia mice. Mol. Brain Res. 114, 123–131. 10.1016/s0169-328x(03)00162-112829322

[B17] IversenL. L. (2010). Dopamine Handbook. New York, NY: Oxford University Press.

[B19] JacobsF. M. J.SmitsS. M.NoorlanderC. W.von OerthelL.van der LindenA. J. A.BurbachJ. P. H.. (2007). Retinoic acid counteracts developmental defects in the substantia nigra caused by Pitx3 deficiency. Development 134, 2673–2684. 10.1242/dev.0286517592014

[B18] JacobsF. M. J.van ErpS.van der LindenA. J. A.von OerthelL.BurbachJ. P. H.SmidtM. P. (2009). Pitx3 potentiates Nurr1 in dopamine neuron terminal differentiation through release of SMRT-mediated repression. Development 136, 531–540. 10.1242/dev.02976919144721

[B20] JacobsF. M. J.VeenvlietJ. V.AlmirzaW. H.HoekstraE. J.von OerthelL.van der LindenA. J. A.. (2011). Retinoic acid-dependent and -independent gene-regulatory pathways of Pitx3 in meso-diencephalic dopaminergic neurons. Development 138, 5213–5222. 10.1242/dev.07170422069189

[B21] KouwenhovenW. M.von OerthelL.SmidtM. P. (2017). Pitx3 and En1 determine the size and molecular programming of the dopaminergic neuronal pool. PLoS One 12:e0182421. 10.1371/journal.pone.018242128800615PMC5553812

[B500] La MannoG.GyllborgD.CodeluppiS.NishimuraK.SaltoC.ZeiselA. (2016). Molecular Diversity of Midbrain Development in Mouse, Human, and Stem Cells. Cell 167, 566–580. 10.1016/j.cell.2016.09.02727716510PMC5055122

[B22] LagunaA.SchintuN.NobreA.AlvarssonA.VolakakisN.JacobsenJ. K.. (2015). Dopaminergic control of autophagic-lysosomal function implicates Lmx1b in Parkinson’s disease. Nat. Neurosci. 18, 826–835. 10.1038/nn.400425915474

[B24] NakataniT.KumaiM.MizuharaE.MinakiY.OnoY. (2010). Lmx1a and Lmx1b cooperate with Foxa2 to coordinate the specification of dopaminergic neurons and control of floor plate cell differentiation in the developing mesencephalon. Dev. Biol. 339, 101–113. 10.1016/j.ydbio.2009.12.01720035737

[B25] NunesI.TovmasianL. T.SilvaR. M.BurkeR. E.GoffS. P. (2003). Pitx3 is required for development of substantia nigra dopaminergic neurons. Proc. Natl. Acad. Sci. U S A 100, 4245–4250. 10.1073/pnas.023052910012655058PMC153078

[B26] PanmanL.PapathanouM.LagunaA.OosterveenT.VolakakisN.AcamporaD.. (2014). Sox6 and Otx2 control the specification of substantia nigra and ventral tegmental area dopamine neurons. Cell Rep. 8, 1018–1025. 10.1016/j.celrep.2014.07.01625127144

[B27] PrakashN.WurstW. (2006). Development of dopaminergic neurons in the mammalian brain. Cell. Mol. Life Sci. 63, 187–206. 10.1007/s00018-005-5387-616389456PMC11136411

[B28] RascleA.NeumannT.RaschtaA.-S.NeumannA.HeiningE.KastnerJ.. (2009). The LIM-homeodomain transcription factor LMX1B regulates expression of NF-kappa B target genes. Exp. Cell Res. 315, 76–96. 10.1016/j.yexcr.2008.10.01218996370

[B30] RoeperJ. (2013). Dissecting the diversity of midbrain dopamine neurons. Trends Neurosci. 36, 336–342. 10.1016/j.tins.2013.03.00323582338

[B31] Saucedo-CardenasO.Quintana-HauJ. D.LeW.-D.SmidtM. P.CoxJ. J.MayoF. D.. (1998). Nurr1 is essential for the induction of the dopaminergic phenotype and the survival of ventral mesencephalic late dopaminergic precursor neurons. Proc. Natl. Acad. Sci. U S A 95, 4013–4018. 10.1073/pnas.95.7.40139520484PMC19954

[B32] SherfO.Nashelsky ZolotovL.LiserK.TillemanH.JovanovicV. M.ZegaK.. (2015). Otx2 requires Lmx1b to control the development of mesodiencephalic dopaminergic neurons. PLoS One 10:e0139697. 10.1371/journal.pone.013969726444681PMC4596855

[B33] SimonH. H.SaueressigH.WurstW.GouldingM. D.O’LearyD. D. M. (2001). Fate of midbrain dopaminergic neurons controlled by the engrailed genes. J. Neurosci. 21, 3126–3134. 10.1523/JNEUROSCI.21-09-03126.200111312297PMC6762576

[B35] SmidtM. P.AsbreukC. H. J.CoxJ. J.ChenH.JohnsonR. L.BurbachJ. P. H. (2000). A second independent pathway for development of mesencephalic dopaminergic neurons requires Lmx1b. Nat. Neurosci. 3, 337–341. 10.1038/7390210725922

[B34] SmidtM. P.BurbachJ. P. H. (2007). How to make a mesodiencephalic dopaminergic neuron. Nat. Rev. Neurosci. 8, 21–32. 10.1038/nrn203917180160

[B37] SmidtM. P.SmitsS. M.BouwmeesterH.HamersF. P. T.van der LindenA. J. A.HellemonsA. J. C. G. M.. (2004). Early developmental failure of substantia nigra dopamine neurons in mice lacking the homeodomain gene Pitx3. Development 131, 1145–1155. 10.1242/dev.0102214973278

[B38] SmidtM. P.van SchaickH. S. A.LanctôtC.TremblayJ. J.CoxJ. J.van der KleijA. A. M.. (1997). A homeodomain gene Ptx3 has highly restricted brain expression in mesencephalic dopaminergic neurons. Proc. Natl. Acad. Sci. U S A 94, 13305–13310. 10.1073/pnas.94.24.133059371841PMC24304

[B36] SmidtM. P.von OerthelL.HoekstraE. J.SchellevisR. D.HoekmanM. F. M. (2012). Spatial and temporal lineage analysis of a Pitx3-driven cre-recombinase knock-in mouse model. PLoS One 7:e42641. 10.1371/journal.pone.004264122870339PMC3411649

[B39] SmitsS. M.BurbachJ. P. H.SmidtM. P. (2006). Developmental origin and fate of meso-diencephalic dopamine neurons. Prog. Neurobiol. 78, 1–16. 10.1016/j.pneurobio.2005.12.00316414173

[B40] SmitsS. M.PonnioT.ConneelyO. M.BurbachJ. P. H.SmidtM. P. (2003). Involvement of Nurr1 in specifying the neurotransmitter identity of ventral midbrain dopaminergic neurons. Eur. J. Neurosci. 18, 1731–1738. 10.1046/j.1460-9568.2003.02885.x14622207

[B41] SmitsS. M.von OerthelL.HoekstraE. J.BurbachJ. P. H.SmidtM. P. (2013). Molecular marker differences relate to developmental position and subsets of mesodiencephalic dopaminergic neurons. PLoS One 8:e76037. 10.1371/journal.pone.007603724116087PMC3792114

[B42] SonnierL.Le PenG.HartmannA.BizotJ.-C.TroveroF.KrebsM.-O.. (2007). Progressive loss of dopaminergic neurons in the ventral midbrain of adult mice heterozygote for engrailed1. J. Neurosci. 27, 1063–1071. 10.1523/JNEUROSCI.4583-06.200717267560PMC6673195

[B43] SuleimanH.HeudoblerD.RaschtaA.-S.ZhaoY.ZhaoQ.HerttingI.. (2007). The podocyte-specific inactivation of Lmx1b, Ldb1 and E2a yields new insight into a transcriptional network in podocytes. Dev. Biol. 304, 701–712. 10.1016/j.ydbio.2007.01.02017316599

[B44] TiklováK.BjörklundÅ. K.LahtiL.FiorenzanoA.NolbrantS.GillbergL.. (2019). Single-cell RNA sequencing reveals midbrain dopamine neuron diversity emerging during mouse brain development. Nat. Commun. 10:581. 10.1038/s41467-019-08453-130718509PMC6362095

[B23] van den MunckhofP.LukK. C.Ste-MarieL.MontgomeryJ.BlanchetP. J.SadikotA. F.. (2003). Pitx3 is required for motor activity and for survival of a subset of midbrain dopaminergic neurons. Development 130, 2535–2542. 10.1242/dev.0046412702666

[B501] VeenvlietJ. V.SmidtM. P. (2014). Molecular mechanisms of dopaminergic subset specification: fundamental aspects and clinical perspectives. Cell. Mol. Life Sci. 71, 4703–4727. 10.1007/s00018-014-1681-525064061PMC11113784

[B45] VeenvlietJ. V.Dos SantosM. T. M. A.KouwenhovenW. M.von OerthelL.LimJ. L.van der LindenA. J. A.. (2013). Specification of dopaminergic subsets involves interplay of En1 and Pitx3. Development 140, 4116–4116. 10.1242/dev.09456523863478

[B46] WeyM. C.-Y.FernandezE.MartinezP. A.SullivanP.GoldsteinD. S.StrongR. (2012). Neurodegeneration and motor dysfunction in mice lacking cytosolic and mitochondrial aldehyde dehydrogenases: implications for Parkinson’s disease. PLoS One 7:e31522. 10.1371/journal.pone.003152222384032PMC3284575

[B47] YanC. H.LevesqueM.ClaxtonS.JohnsonR. L.AngS.-L. (2011). Lmx1a and Lmx1b function cooperatively to regulate proliferation, specification, and differentiation of midbrain dopaminergic progenitors. J. Neurosci. 31, 12413–12425. 10.1523/JNEUROSCI.1077-11.201121880902PMC6703256

[B48] ZetterströmR. H.SolominL.JanssonL.HofferB. J.OlsonL.PerlmannT. (1997). Dopamine neuron agenesis in Nurr1-deficient mice. Science 276, 248–250. 10.1126/science.276.5310.2489092472

How the deposited data were processed for this re-analysis (not part of the article)

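Midbrains were dissected at E14.5 from Lmx1b cKO and control embryos of 4 litters, and 3 libraries per genotype, each from 2 pooled embryos, were sequenced. According to the paper, paired-end reads were mapped on the mouse genome (Ensembl GRCm38) and the authors tested read counts with DESeq2. The table that the authors deposited holds 26852 genes and 3 lines that name no gene, which hold 31.8% of the mean counts. Its coverage columns are the mean signal over all libraries and over each group, in read counts that the authors divided by a size factor per library. The ratio and log2 ratio columns that the authors deposited divide the control mean by the cKO mean, and they were inverted here so that a positive log2 value is higher in the cKO. The p-values and adjusted p-values in the deposited table come from the authors' test, and the adjusted p-value is 1 for all genes. The log2 ratio is infinite for 3411 genes in the deposited table, and the paper's text does not state which release or test of the tool gave the authors' p-values, so how these behave for unchanged genes is not known. The aligner, the counting tool and its use of the strand are not named in the paper's text.

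The design chosen before the data were examined counted the authors' p-values as deposited if the table held no counts per library, and this was done. Genes with a p-value under 0.05 were counted, split by direction, and adjusted by the Benjamini-Hochberg method over all genes. The share of true null genes was estimated from p-values above 0.5. The genes named in the text are the genes that the paper names about this experiment or studies at E14.5, the 10 other genes with the smallest p-values, and members of the marker lists with a p-value under 0.05. Any other gene, such as the most abundant gene of a list, was named after its values were seen. Gene positions were taken from GENCODE on GRCm38, for 26693 of 26852 genes. Fam46b was matched through its later symbol.

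Counts per library were recovered after the table had been seen. Means of low genes step by a fixed size per library, which gave the size factors, and the whole numbers that produce each printed mean were then searched for sums of up to 30000 reads. A single answer was found in both groups for 26355 genes (98.1%). Of 1000 decoy values, 2 had an answer, and all 18543 simulated genes were recovered. The largest difference between the size factors and those recomputed from the recovered counts was 0.140%. Genes with more reads than the search covered were left out of all values per library. The recovered reads per library were 23997462, 21179693 and 20629683 for cKO replicates a, b and c and 25051860, 23379206 and 20677668 for control replicates a, b and c. At 3 or fewer reads in every library of a group, a gene was taken as at the floor, and its fold change is given as a bound.

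The recovered counts of 16680 genes with a mean normalized count of at least 10 were tested with limma 3.58.1 in R 4.3.3, with voom weights, the recovered size factors and the genotype as the term in the model. On simulated counts with 200 changed genes, 78.0%, 92.0% and 99.5% of the genes with 1.5-fold, 2-fold and 3-fold changes had an adjusted p-value under 0.05, and about 5% of unchanged genes had a p-value under 0.05. These counts were drawn gene by gene with the same dispersion, 0.00537, for all genes. They hold no variation that genes share between libraries, so these shares are not the power on the real libraries. Single genes were compared between the 3 cKO and 3 control libraries by an exact permutation test, whose two-sided p-value cannot go below 0.1. Alternatives set before the data were examined were minimum means of 10, 50 and 100, a p-value threshold of 0.01, an adjusted threshold of 0.1, a minimum change of 1.5-fold, pseudocounts of 1 and 10, centring on the median, other windows around Lmx1b and means in place of medians. The tests on recovered counts, with the level of Y-linked or cycling genes as a covariate, limma-trend, recomputed size factors, other minimum means, each library left out in turn and a block for each of the 6 possible pairings of cKO and control libraries, were chosen after the data had been seen.

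The 12 marker lists written before the data were examined covered mdDA neurons, serotonergic neurons, isthmus and hindbrain, forebrain GABAergic neurons, skeletal muscle, radial glia and astrocytes, vascular and meningeal cells, blood, choroid plexus, Y-linked genes, Xist and midbrain alar neurons. Lists of cycling progenitors, maturing neurons and bone and mesenchyme were written afterwards. The median log2 fold change of each list, over genes with a mean normalized count of at least 10, was given as a percentile among 10000 random lists of the same size matched on mean expression in 20 bins. In tests on simulated shifts of 0.5, 20 of 20 lists left the central 95% of random lists, and 0 of 20 did so without a shift. These simulated lists were random genes, which do not vary together as the genes of a cell type can. An extreme percentile is therefore no test of the genotype. Genes within 10 Mb of Lmx1b were compared with the other genes by Fisher's exact test, two-sided. Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, numba 0.67.0 and matplotlib 3.10.9 was used. The over-representation test of the paper and the array data of En1 and Pitx3 mutants were not used here.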

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

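The test in this part was chosen after the result was seen. Among the marker lists, 4 genes outside those that the paper discusses, named here after their values were seen, had a normalized count of at least 100 in an Lmx1b cKO library that was more than 10 times that of every control library. All 4 were highest in cKO replicate c. Col1a1 reached 6097 there, against at most 11.5 in the control libraries, with 532 in cKO replicate a and 14.8 in cKO replicate b. Col1a2 reached 4315 (highest control library 225), Col3a1 reached 2319 (215) and Lum reached 306 (1.77). In the authors' table, Col1a1 and Lum are among the 285 genes, while limma with voom weights gave them unadjusted p-values of 0.295 and 0.0589. With limma-trend these were 0.00537 and 0.00174, and Lum also passed 0.05 with the cycling or the Y-linked gene level as a covariate (0.0359 and 0.0265) and without cKO replicate b or c (0.00232 and 0.0226), so the calls depend on the fit. With all 6 libraries, their adjusted p-values in the fits with voom weights, limma-trend or a covariate lay between 0.999 and 1.00. Under a block for each of the 6 possible pairings of the libraries Col1a1 had an adjusted p-value under 0.05 in 4 and Lum in 1.

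A candidate explanation is bone or mesenchymal tissue in the dissection of cKO replicate c. Of 13 genes on a separate list of bone and mesenchyme, 12 were highest in that library, where chance gives 16.7% of genes. The most abundant of them, Col5a2, had 1819 normalized counts there and between 868 and 1075 in the other libraries, so the studied tissue expresses it too, while Ibsp had 163 there and at most 1.08 in the others. The median log2 fold change of this list between cKO and control was 0.63, and 0.032 without cKO replicate c, so the difference between the groups rests on 1 library. The collagen genes were also raised in cKO replicate a, and Col1a1 and Lum were slightly above the control libraries in cKO replicate b, where Col1a2 was below them (123). An effect of the genotype on these genes therefore stays open. A mislabelled sample and reads from related genes were not tested.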

How the results depend on the processing

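The choices that set the authors' p-values as the main result, with their alternatives, were made before the data were examined. All fits on recovered counts were chosen after seeing the data. Of the 285 genes with a p-value under 0.05 in the authors' table, 206 have a mean normalized count of at least 10. With a minimum of 100, 116 genes were left (82 lower and 34 higher), with a threshold of 0.01, 54, and with a change of at least 1.5-fold, 182. With a minimum of 10, 76 genes were higher. These alternatives remove genes by construction. With limma on the recovered counts, 466 genes had a p-value under 0.05, 269 of them lower and 197 higher, and the cause of the larger number was not tested. The number with an adjusted p-value under 0.05 was 0 in the authors' table under all alternatives set before the data were examined. Centring on the median left the directions of the 285 genes at 170 lower and 115 higher.

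Within limma, a minimum mean of 100 gave 303 genes (177 lower, 126 higher) and all recovered genes gave 971 (520 lower, 451 higher), as fewer or more genes were tested. Limma-trend gave 477, recomputed size factors 466, the Y-linked gene level as a covariate 616 and the cycling gene level as a covariate 623. Across the 6 fits that each left out one library, the number ranged from 338 to 639, with 211 to 363 lower and 127 to 276 higher. The lowest number, and the 127 higher genes, came without control replicate c. The number with an adjusted p-value under 0.05 ranged from 0 to 3 across these 6 fits. The 3 genes, without control replicate a, were the Y-linked Uty, Kdm5d and Ddx3y, named here after their values were seen. With the Y-linked gene level as a covariate 1 gene passed, Cyp26b1, likewise named after its value was seen. With the cycling gene level as a covariate 1 gene passed, Aldh1a1, at an adjusted p-value of 0.0104 and a log2 fold change of 0.87. In the other fits without a block for pairs, its adjusted p-value lay between 0.425 and 1.00, so this call rests on a covariate chosen after seeing the data.

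The estimated share of true null genes was 1.397, above the possible maximum of 1 because small p-values are few and p-values near 1 are many. It was 1.36 for genes with a mean of at least 10, and the cause of this change was not tested. From p-values above 0.8 it was 1.797. The interval from 0.95 to 1 held 5059 genes, against 1524 in the interval from 0.9 to 0.95. This excess weighs more in the narrower range above 0.8. The share of genes with a p-value under 0.05 near Lmx1b did not differ from that of other genes by Fisher's exact test within 5, 10 or 20 Mb (p = 0.495, 0.307 and 0.517).

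The direction of the log2 fold changes of 64 named genes held under both pseudocounts and centring. With limma in place of the authors' test, 5 of 60 named genes changed their side of the threshold, 2 weaker and 3 stronger. For 48 genes the paper names, 432 further limma values were computed, of which 32 were weaker, 8 stronger and 4 reversed. The reversals came from leaving out one library. The log2 fold change of Lmx1b then ranged from -0.074 to 0.034, that of Slc18a2 from -0.056 to 0.34 and that of Wnt1 from -0.26 to 0.62. Aldh1a1, En1 and En2 kept their direction and an unadjusted p-value under 0.05 in all of the limma fits.

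Among the marker lists, the median log2 fold change of isthmus and hindbrain genes was -0.38, and -0.32 with a minimum mean of 50. The mean in place of the median was -0.59 for this list, 1.87 against 0.15 for vascular and meningeal genes and 0.61 against 0.051 for choroid plexus genes. A few genes with large changes set these means. Without genes that changed by over 1.5 on the log2 scale, which was chosen after seeing the data, the means were -0.28 (without Atoh1), 0.037 (without Col1a1, Col1a2, Col3a1, Dcn and Lum) and -0.038 (without Aqp1). The minimum mean of 50 takes Atoh1 and Fgf17 out of the isthmus and hindbrain list by construction. Across the 6 fits without one library, the medians ranged from -0.25 to -0.073 for mdDA genes, from -0.72 to -0.055 for serotonergic genes, from -0.43 to -0.15 for isthmus and hindbrain genes, from -0.069 to 0.38 for skeletal muscle genes and from -0.11 to -0.016 for midbrain alar genes. The values nearest 0 came without control replicate c for mdDA, serotonergic and midbrain alar genes and without control replicate a for isthmus and hindbrain genes. The muscle genes reached 0.38 without control replicate a, and the serotonergic genes -0.72 without cKO replicate c.

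No paired analysis was possible because the table numbers the libraries of both groups alike, but neither its means nor the recovered libraries carry these numbers, so the true pairs are not known. Each of the 6 possible pairings was therefore fitted with limma as a replicate block, chosen after seeing the data. These fits gave from 345 to 685 genes with an unadjusted p-value under 0.05, and 0, 0, 3, 1, 4 and 1 genes with an adjusted p-value under 0.05. The latter were Col1a1 in 4 pairings, Aldh1a1 and En2 in 2 and Lum in 1. The adjusted p-value of Aldh1a1 ranged from 0.00813 to 1.00 over the 6 pairings, and its log2 fold change from 0.89 to 0.92. Since no pairing can be preferred, these fits decide no call. The alternative with the size factors and the Wald test of DESeq2, the tool that the authors name without a test, was not run. The covariate for sex planned on Xist and Ddx3y was replaced by the Y-linked gene level, because the counts of Xist were not recovered. The depth limits genes such as Fam46b and Rbp4, whose cKO libraries lie at or under 3 reads.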

Differences from the paper's values

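Foxb1 was 1.28-fold higher in the Lmx1b cKO in the deposited table, against the paper's about 0.77 in Fig. 6D, read by eye, and 0.784 on the scale of control over cKO. None of the alternatives set before the data were examined closed the gap. Foxb1 was 1.28-fold higher with a pseudocount of 1 and 1.27-fold higher with a pseudocount of 10 or with centring on the median.

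Fig. 6D draws Foxb1 as reduced in the cKO, while its recovered libraries were higher in all 3 cKO replicates than in any control replicate. Fig. 6B lists Bcan as the last of the most regulated genes. In the deposited table, Gm11702 has the p-value with rank 17 and is absent from Fig. 6B, and Bcan has rank 21. The paper counts fewer genes as up-regulated and more as down-regulated than the signs in the table, which gave 115 and 170.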

Other observations

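The tests of other splits, of developmental stages, of shared variation, of the counts per direction and of Lmx1b itself were chosen after the results were seen. Lmx1b fell by 1.92% in the libraries labelled Lmx1b cKO. Reads from cells without the deletion, or from exons outside it, may account for this, but nothing in the table separates the exons or the cells. By in situ hybridization, the paper reports a loss of Lmx1b in the mdDA area of the cKO. Its qPCR on E14.5 midbrains of Lmx1b L/L embryos that also lack Pitx3 gave a severe reduction, which the total here does not show. In dissections alike, cells without the deletion would not hide such a fall, but those embryos differ in genotype. These explanations therefore cannot be told apart. Labels exchanged between the groups would reverse Aldh1a1 and En1, whose directions here are those of the paper's qPCR on independent embryos.

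In the authors' table 1.06% of genes had a p-value under 0.05 and 0 had an adjusted p-value under 0.05, so neither number exceeds what chance gives (5% of genes), and the first falls short of it. In limma on the recovered counts, 9 of the 10 splits of the 6 libraries into 3 and 3, the real one included, gave at least the 466 genes of the real split, and 10 of the 10 gave at least as many genes with an adjusted p-value under 0.05. The real split gave 0 of these, beside 466 unadjusted, so the comparison of adjusted p-values was fixed in advance and tests nothing. Only the split of cKO replicate a and control replicates a and c against the other libraries gave fewer genes than the real one, 428. The number of genes therefore gives no sign of a genotype effect above the other variation between the libraries. With 10 splits, the share could not have fallen under 0.1 in any case. The split with the most genes, 2015, set cKO replicates b and c and control replicate a against the other libraries.

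For that split, a candidate explanation is pools of embryos at different stages of development. The median log2 difference of 15 genes of cycling progenitors was 0.24, with all 15 higher in the mean of cKO replicates b and c and control replicate a, while that of 13 genes of maturing neurons was -0.16, with 12 lower. Both lists lay outside the random lists. The cycling difference rests mainly on control replicate a (level 0.38) and control replicate b (-0.33), and cKO replicate c (-0.021) was not above control replicate c (-0.0052). Genes of bone and mesenchyme also differed in this split, by 0.45, so stage is not the sole difference between these libraries. The embryos came from 4 litters, whose place in the pools the paper's text does not give. Between cKO and control, the medians were -0.059 for cycling and 0.0097 for maturing genes, but each depended on single libraries. The cycling median was 0.078 without control replicate a, -0.18 without control replicate b and -0.14 without cKO replicate b, and the maturing median -0.062 without cKO replicate a and 0.065 without control replicate b. With the level of the cycling genes as a covariate, 92.9% of the 466 limma genes kept a p-value under 0.05. This level, as a mean over the genes, ran from -0.14 to 0.13 in the cKO, inside the control range of -0.27 to 0.35. The covariate could thus remove little of a difference between the groups, so the share does not test stage as a cause.

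Fewer genes had a p-value under 0.05 than a uniform distribution gives, also in limma (2.79%). On the same genes the authors' test, of which the release is not known, gave 1.23%, so a part of the shortfall goes with the test. Variation that many genes share between the libraries of a genotype may widen the error. With the cycling gene level as a covariate, the share rose to 3.74%, where unchanged genes simulated without shared variation gave about 5%. It rose to 3.69% with the Y-linked gene level, so the rise is not particular to the cycling genes. No biological explanation was tested for this.

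The Y-linked genes had a median log2 fold change of -0.54 (-0.25 without control replicate c and -0.93 without control replicate a) and Xist of 0.91, with the Y-linked level lowest in control replicate a (0.473 of the mean) and highest in control replicate c (1.61), so the pools differ in their mix of male and female embryos inside the control group too. With the Y-linked level as a covariate, 79.0% of the 466 limma genes kept a p-value under 0.05. On the log2 scale, this level ran from -0.39 to -0.0053 in the cKO, inside the control range of -0.96 to 0.81. The covariate could thus remove only a part of a difference between the groups, so the share does not decide whether sex is a cause.

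Serotonergic genes had a median log2 fold change of -0.25, with 7 genes lower and 2 higher. It was -0.091 (percentile 9.91) without Slc6a4 and Slc22a3, which the study picked from these libraries. Among the genes not picked, Tph2 and Fev, named after their values were seen, still had log2 fold changes of -0.72 and -0.71. In cKO replicate c, however, both reached the control range (169 and 97.4 normalized counts). The median of the list was -0.72 without cKO replicate c and -0.055 without control replicate c. A candidate explanation is less hindbrain or isthmic tissue in the cKO dissections. The isthmus and hindbrain list had a median of -0.38, with 8 of 9 genes lower, and its most abundant gene, Pax5, had a mean of 4246 in the cKO and 5289 in the control. It was -0.15 without control replicate a, the library in which Atoh1, named after its values were seen, had 74.3 normalized counts against at most 2.16 in the others. Against the explanation, Gbx2 had a higher mean in the cKO, 621 against 441. Its libraries overlapped between the groups (exact permutation test, two-sided, p = 0.3), so this gene weighs little. The list has 1 gene that the study picked from these libraries, Cbln1, and no Hox gene of the list reached a mean of 10. The midbrain also expresses Pax5, En1 and En2, so a lower share of tissue around the isthmus might lower En1 and En2 too, while an effect of the genotype on these genes stays open.

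Dlx5 and Dlx6 were higher in the cKO. A candidate explanation is more forebrain tissue in the cKO dissections. The 7 other genes of the forebrain GABAergic list had a median of 0.39, above all random lists, and the whole list had 0.41, with 9 of 9 genes higher and 0.24 to 0.55 without one library. It was lowest without cKO replicate b. The most abundant gene of the list, Six3, had a mean of 1842 in the cKO and 1794 in the control, a baseline that would hide a small share of forebrain tissue. The midbrain and the diencephalon also express some of these genes, and an effect of the genotype stays open.

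Skeletal muscle genes had a median of 0.051 (percentile 61.5; 0.38 without control replicate a and -0.069 without cKO replicate a), while Tpm2 was 2.76-fold higher in the cKO. Muscle tissue in some dissections would bring its abundant transcripts. Acta1, the most abundant other gene of the list, did not rise, with a mean of 38.5 in the cKO and 39.6 in the control. Of the 11 genes used, however, 7 were higher and 4 lower in the cKO, and Ttn had 37.4 against 26.3. The level of the list was highest in cKO replicate a (0.37), where Tpm2 also peaked (81.5). Muscle tissue in some dissections therefore stays open.

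Near Lmx1b, 6 of 382 genes within 10 Mb had a p-value under 0.05 (1.57%), against 1.06% of the other genes (Fisher's exact test, two-sided, p = 0.307). These 6 genes are too few to exclude sequence of the strain that carried the floxed allele, which therefore cannot be told apart from chance.

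The paper counts 105 genes up-regulated and 180 down-regulated, and the signs in the table gave 115 and 170. In the table 9 of the 285 genes have a control mean of 0 and an infinite log2 ratio. Counting these as down-regulated, and Foxb1 as drawn in Fig. 6D, might give the paper's counts, but no table of the paper's calls by direction tests this, so it cannot be told apart from other causes.

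The other lists gave medians of -0.18 for radial glia and astrocytes, with 12 of 12 genes lower, and 0.15 for vascular and meningeal cells. The median was 0.29 for blood (0.18 without control replicate a) and -0.082 for midbrain alar neurons (-0.016 without control replicate c). For choroid plexus it was 0.051 (-0.019 without control replicate a and 0.19 without control replicate c). No explanation was tested for these lists as a whole. Bone or mesenchymal tissue was considered above for Col1a1, Col1a2, Col3a1 and Lum of the vascular and meningeal list. Of the radial glia genes, the study picked 4 from these libraries, and Fabp7 and Slc1a3 also had a p-value under 0.05 in the authors' table, as had Lhx6 of the forebrain list. The 10 genes with the smallest p-values in that table that the paper does not name were Gm11702, Gm36527, Smoc1, Rbp4, Timp1, Trub2, Slc25a37, Kcnq5, Bche and Nbl1. In one control library, replicate a, Gm11702 had 0.885 normalized counts, against 32.7 and 50.8 in the others, and its unadjusted limma p-value rose above 0.05 without cKO replicate a, b or c (0.0825, 0.0633 and 0.0780). Of the 10 genes, the mean of Gm11702 was at least 9.14-fold lower in the cKO (5.45-fold without control replicate c, and at least 8.40-fold without any one of the others) and that of Rbp4 at least 3.26-fold lower, and Gm36527, Timp1 and Trub2 had positive log2 fold changes in limma, of 2.38, 2.21 and 0.29, while the other 5 had values from -0.84 to -0.28. Of the 14 genes that the paper names outside Fig. 6 and that were listed before the data were examined, 0 passed a p-value of 0.05 in the authors' table, and 0 passed when adjusted over the list alone. In limma 3 of them, Pitx3, Ddc and Cck, had an unadjusted p-value under 0.05. Cck, for which the paper reports no significant difference by qPCR at E14.5, had 134 ± 13.3 normalized counts (SD, n = 3) in the cKO and 173 ± 8.33 in the control, with every cKO library below every control library and a log2 fold change of -0.36. Its unadjusted limma p-value of 0.0482 was lost in each of the 6 fits without one library (from 0.0602 to 0.153). Of all 50 listed genes, 36 had a p-value under 0.05 in the authors' table, and 30 of the 50 passed when adjusted over the list alone and 0 over all genes. The study chose most of them on these libraries, so the first is not independent evidence.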
